# Differential plasma exosomal long non-coding RNAs expression profiles and their emerging role in E-cigarette users, cigarette, waterpipe, and dual smokers

**DOI:** 10.1371/journal.pone.0243065

**Published:** 2020-12-08

**Authors:** Gagandeep Kaur, Kameshwar Singh, Krishna P. Maremanda, Dongmei Li, Hitendra S. Chand, Irfan Rahman

## Abstract

Long non-coding RNAs (lncRNAs) are the varied set of transcripts that play a critical role in biological processes like gene regulation, transcription, post-transcriptional modification, and chromatin remodeling. Recent studies have reported the presence of lncRNAs in the exosomes that are involved in regulating cell-to-cell communication in lung pathologies including lung cancer, chronic obstructive pulmonary disease (COPD), asthma, and idiopathic pulmonary fibrosis (IPF). In this study, we compared the lncRNA profiles in the plasma-derived exosomes amongst non-smokers (NS), cigarette smokers (CS), E-cig users (E-cig), waterpipe smokers (WP) and dual smokers (CSWP) using GeneChip™ WT Pico kit for transcriptional profiling. We found alterations in a distinct set of lncRNAs among subjects exposed to E-cig vapor, cigarette smoke, waterpipe smoke and dual smoke with some overlaps. Gene enrichment analyses of the differentially expressed lncRNAs demonstrated enrichment in the lncRNAs involved in crucial biological processes including steroid metabolism, cell differentiation and proliferation. Thus, the characterized lncRNA profiles of the plasma-derived exosomes from smokers, vapers, waterpipe users, and dual smokers will help identify the biomarkers relevant to chronic lung diseases such as COPD, asthma or IPF.

## Introduction

A large proportion of human genome encodes for the long non-coding RNAs (lncRNAs), a diverse set of transcripts that do not encode for any functional protein. LncRNA transcripts are larger than 200 nucleotides in length and include, intronic lncRNA, long intergenic non-coding RNAs (lincRNAs), pseudogenic transcripts, circular RNAs (circRNA), long enhancer noncoding RNAs (eRNAs), natural antisense transcripts (NATs), and transcribed ultra-conserved regions (TUCRs) [1, 2]. Studies have shown that lncRNAs play crucial role in various biological processes including gene regulation, gene transcription, post-transcriptional modification, and chromatin remodeling in health and disease [3, 4]. Current lncRNA database report that there are around 127,802 putative lncRNAs encoded by human genome and are highly abundant than the number of protein-coding genes [5], however, not much is known about their role in regulating the physiological responses to environmental exposures such as tobacco smoke.

In the last few years, lncRNAs are identified in the exosomes (the extracellular vesicles known to be essential for cell-to-cell communication) [6, 7]. Exosomes are the smallest subtype of extracellular vesicles (30–150 nm in size) surrounded by phospholipid bilayer [7, 8]. They are present in various biofluids including blood plasma, breast milk, urine, saliva, and bronchoalveolar lavage [9, 10]. Importantly, exosomal lncRNAs are being extensively investigated as potential diagnostic biomarkers for various disease conditions, importantly cancers [7, 10]. Yet, despite the growing interest in this area, little is known about their physiological function and role in other inflammatory disease conditions.

In this respect, evidences of involvement of exosomal lncRNA in lung pathologies including lung cancer, tuberculosis (TB), chronic obstructive pulmonary disease (COPD), asthma, and interstitial lung disease (ILD) are increasing [1, 11–15]. It has been demonstrated that the exosomal microRNAs (miRNA) and lncRNA profiles among patients with pulmonary pathologies are quite distinct than healthy individuals [12, 14, 16, 17]. Microarray analyses of lncRNA population in the lung tissues from non-smokers without COPD and smokers with or without COPD detected alteration in distinct classes of lncRNA., cigarette smoke exposure is associated with changes in lncRNAs which play an important role in the activation of metabolic pathways, whereas COPD onset and progression was attributed to activation of lncRNAs involved in intermediary metabolism and immune system processes [18]. It is likely that tobacco smoke exposure can alter the lncRNA profile of the lung tissue that can be involved in the pathogenesis of lung diseases.

Smoking habits amongst adults and adolescents are not only confined to combustible tobacco cigarettes but now has expanded to other tobacco products. In the last few decades, the popularity of E-cigarette and related products is on a rise amongst young adults in the US [19, 20]. At the same time, the prevalence of ‘hookah’ or waterpipe is also increasing [21, 22]. Considering this and based on our recent observations of differential regulation of miRNA [23], we compared the expression profiles of plasma-derived exosomal lncRNAs from non-smokers (NS), cigarette smokers (CS), E-cig users (E-cig), waterpipe (WP) users and dual (cigarette and waterpipe) smokers (CSWP). The objective of this study was to characterize the lncRNA content of the plasma-derived exosomes from a representative population of these tobacco product users to help identify novel biomarkers, which may be relevant to the associated pulmonary pathologies, such as COPD, asthma, and IPF.

## Materials and methods

### Ethics approval and consent to participate

The Institutional Review Board (IRB) /Research Subject Review Board (RSRB) committee at the University of Rochester Medical Center, Rochester, NY with an approval number CR00002635, approved all the protocols and procedures. All the study participants recruited for the study signed an informed written consent form before recruitment and sample collection (August 2017 until February 2020).

Human study protocol: Yes; Animal study protocol: None; Institutional biosafety approvals: Yes. The University of Rochester Institutional Biosafety Committee approved the study (study approval number: Rahman/102054/09-167/07-186; identification code: 07–186; date of approval: 5 January 2019).

### Study design and subject recruitment

We employed the blood samples collected during the cross-sectional pilot study from 2017–2019 for exosome isolation and lncRNA expression analyses. A detailed description of the study subject recruitment and their inclusion/eligibility and exclusion criteria were reported previously [24, 25]. In brief, n = 6–8 subjects (equal number of males and females based on local demography) were selected in each group. Our subject groups included; (a)non-smokers/non-users, (b) E-cigarette users, (c) cigarette smokers, (d) waterpipe smokers, and (e) dual smokers comprising both waterpipe and cigarette smokers. The study participants were recruited at the General Clinical Research Center at the University of Rochester Medical Center, Rochester, NY with the help of local newspaper and magazine advertisements. Each subject filled a questionnaire containing information about demographics, clinical symptoms, E-cig use, and vaping history [25, 26]. We collected 20–25 ml blood by venipuncture from smokers (CS), vapers (E-cig), waterpipe (WP) users, and subjects indulged in both cigarette smoking and waterpipe use (CSWP) as previously shown [23, 26]. Subjects included for the study were between 18–65 yrs. in age and reported at least 6 months of E-cig or tobacco use (at least once daily). Subjects with pre-existing conditions (bronchiectasis, lung cancer, COPD, asthma, cystic fibrosis, congestive heart failure, or other chronic illness) or using any medication (systemic corticosteroid or anti-inflammatory therapy) were not included in the study. Likewise, pregnant or lactating females were not recruited in this study. The smoking status of the subjects was confirmed by performing plasma cotinine assay [24, 25].

### Plasma exosome isolation

We employed commercially available kit from Norgen Biotek (Cat# 57400; Ontario, Canada) to isolate exosomes from human plasma. Plasma exosomes were isolated as per manufacturer’s protocols as described earlier [23, 27]. In brief, 1 ml plasma was centrifuged at 400 g (~2000 rpm) for 2 min. The supernatant was collected and mixed with 3 ml nuclease-free water,100 μl ExoC buffer and 200 μl of Slurry E and incubated for 5 minutes at room temperature. Thereafter, the tubes were centrifuged at 2000 rpm for 2 minutes and the supernatant was discarded. Next, 200 μl of ExoR buffer was added to the slurry pellet and mixed. This solution was incubated at room temperature for 5 minutes after which the tubes were again centrifuged at 500 rpm for 2 minutes. Finally, the supernatant was transferred to a mini filter spin column to elute the exosomal fraction following centrifugation at 6000 rpm for 1 minute. The eluted exosomes were stored at -80°C until further use.

### Exosome characterization

Transmission electron microscopy (TEM) was used to visualize the isolated exosomes and nanoparticle tracking analysis was performed to analyze the particle size and concentration as described [23].

### Exosomal RNA extraction

Total RNA from exosomes was isolated using Exosomal RNA isolation kit (Norgen Bioteck Corporation, Cat# 58000) as per the manufacturer’s protocol. The detailed procedure has been published earlier [23]. The RNA quality and quantity were checked using NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE).

### Transcriptome library preparation

We employed the GeneChip™ WT Pico kit (Cat# 902622 and 902623, Applied Biosystems, Foster city, CA) for transcriptome profiling of the RNA isolated from various experimental groups. This highly sensitive and flexible assay is used to assess the RNA expression from as little as 100 picogram of total RNA. The assay ensures strand specificity and can perform multiple layers of analysis in combination with transcriptome arrays to accurately measure gene- or transcript-level expression of coding as well as long non-coding RNA [28].

The Microarray & NextGen Sequencing Core at the Center for Functional Genomics at SUNY, Albany performed the library preparation and microarray hybridization. In brief, 100 pg of high-quality total RNA was reverse transcribed and amplified per manufacturer’s protocol. RNA amplification was achieved using low-cycle PCR followed by linear amplification with the help of T7 in vitro transcription (IVT) technology. The obtained complimentary RNA was then converted to biotinylated sense-strand cDNA targets for hybridization and unbiased coverage of the transcriptome.

### Microarray and computational analysis

The single-stranded cDNA obtained from the previous step was mixed with the hybridization mixture and loaded onto the GeneChip Cartridge array provided with the kit and incubated for 16 hrs. at 45°C and 60 rpm rotation in GeneChip™ Hybridization Oven. Thereafter, the array was washed, stained and scanned as per the manufacturer’s protocol. The data files obtained after the scan were analyzed using the Transcriptome Analysis Console (TAC 4.0.1) Software using the Data flow worksheet as provided by Affymetrix.

### Statistical analysis

The long non-coding RNA (lncRNA) data from two batches were first normalized using the *rma* function in the R/Bioconductor. The annotation of the lncRNAs were obtained from the Clariom D human array from Affymetrix through the *annotateEset* function in R/Bioconductor. Boxplot was used to examine the distribution of the normalized lncRNA data from all samples. Multidimensional scaling (MDS) plot was used to determine the spatial distance between the lncRNA samples. Linear regression models with empirical Bayes approach was then used to fit the normalized lncRNA data with the batch effects and initial RNA quantity differences were adjusted. Linear contrasts within the linear regression model framework was further used to examine the differences in the comparisons between different groups of interest. Volcano plots were generated to highlight significant lncRNAs with significant fold changes (> 2-fold changes) and raw P-values (less than 0.0001) using the *EnhancedVolcano* function in R/Bioconductor. Heatmaps were generated to show the lncRNA expressions in different groups using the *pheatmap* function with *ward*. *D2* method for clustering the significant lncRNAs in R/Bioconductor. To examine the overlaps in identified lncRNAs from related group comparisons, *venn*.*diagram* function in R/Bioconductor was used.

## Results

### lncRNAs expression profiling in plasma exosomes from non-smokers, cigarette smokers, E-cig users, waterpipe users and dual smokers

To understand the role of exosomal lncRNA in regulating downstream signaling amongst smokers, vapers, waterpipe and dual users, we first isolated the plasma exosomes from the blood of six study participants from each group. 

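RNA from plasma exosomes, the small vesicles that cells release into blood, was profiled on 30 Clariom D arrays. Each of the 5 groups (NS, CS, E-cig, WP and CSWP) had 6 arrays, each from a different participant. The arrays were run in batches: batch 1 held 12 arrays, 3 each from NS, CS, E-cig and WP, and batch 2 held 18 arrays, 3 more from each of these groups and all 6 from CSWP. The RNA was amplified with the GeneChip WT Pico kit, which is made for very small amounts of RNA, and hybridized to probes that cover both coding and non-coding transcripts. The authors normalized the scans of both batches together with rma, which corrects for background, gives all arrays the same distribution of probe values and summarizes the probes of each transcript cluster as 1 log2 value. The files hold these log2 values for 135750 transcript clusters and for the array's control features. The files do not pair the clusters with genes or positions, so the names used are those of Table 1, and no coordinates are given.
The values were fitted with limma, with group and batch as terms and all 30 arrays in a single fit. The initial RNA quantity, for which the paper also adjusts, is not analysed here. A cluster was called different at a raw p under 0.0001, the threshold of the paper, and the Benjamini-Hochberg adjusted p over all features is given beside it. At that threshold, 13.9 features are expected by chance in each comparison. A control for background is given by 612 intron features, of which 95% had a mean under 2.36, and 87.3% of the clusters also had a mean under that level.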

The isolated exosomes were characterized using immunoblotting and transmission electron microscopy (TEM) as published earlier [23]. Next, total RNA was isolated from the exosomal fractions and the expression profiling of the lncRNAs was performed.

The raw expression data from the lncRNAs expression profiling was normalized and plotted as a box plot as shown in **Fig 1**. 

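The distributions of the 30 arrays lay close together. The mean of the array medians (log2) was 1.15 ± 0.0269 (SD, n = 6) in NS, 1.14 ± 0.0178 (SD, n = 6) in CS, 1.13 ± 0.0234 (SD, n = 6) in E-cig, 1.13 ± 0.0388 (SD, n = 6) in WP and 1.15 ± 0.00918 (SD, n = 6) in CSWP. The array's own exon controls, which detect exons of expressed genes, showed 1 array apart from the rest. Their median was 4.17 in WP replicate 1, against 1.19 to 1.79 in the other 29 arrays. The normalization gives arrays the same distribution of probe values, so equal medians are in part built in.

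**Figure D1:**
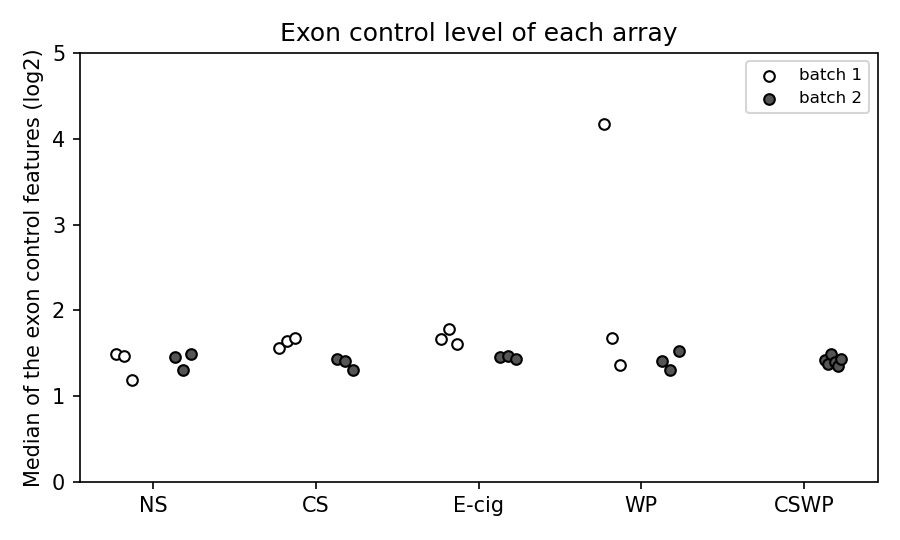
Median log2 value of the exon control features (vertical axis) for each array, by group (horizontal axis) and batch; each point is 1 array. WP replicate 1 stands at 4.17 and the other 29 arrays between 1.19 and 1.79.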

We did not observe any changes in the data distribution across the groups after normalization and proceeded further with the analyses.

**Fig 1:**
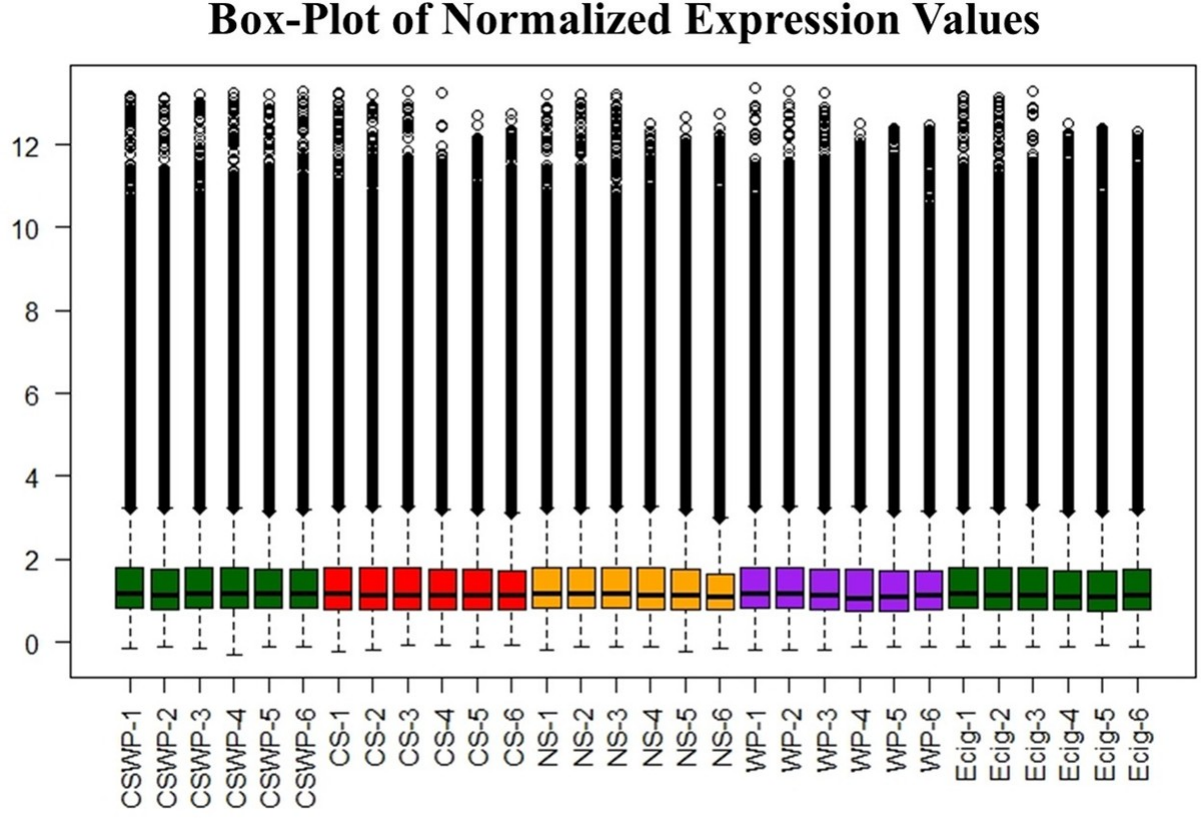
Validation of differential expression of plasma exosomal lncRNAs amongst non-smokers, smokers, E-cig users, waterpipe users and dual smokers. Box-plots (normalized expression values using log2) were used to evaluate the variation in the expression and overall characteristic distribution of lncRNAs in plasma exosomes from non-smokers, cigarette smokers, electronic cigarette users, waterpipe users and dual smokers. Box plot showing the distribution of maximum, minimum and percentile values for lncRNA expression amongst each sample. NS, non-smokers; CS, cigarette smokers; E-cig, Electronic cigarette users; WP, waterpipe smokers; CSWP, dual smokers, i.e., cigarette and waterpipe smokers.

### Multidimensional scaling (MDA) plot reveals the batch variations in the lncRNA expression data amongst the experimental groups

To visualize the similarities between each sample within the groups, we employed multidimensional scaling (MDS). MDS plot revealed the batch variations within the samples. 

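The RNA added as a control during sample preparation differed between batches. The poly-A controls, bacterial transcripts mixed into each sample, were higher in batch 2 by 4.20 (dap, standard error 0.14) to 7.65 (lys, standard error 0.39) on the log2 scale across the 24 arrays of NS, CS, E-cig and WP. The hybridization controls, added after amplification, were higher by 0.37 to 0.81. At an adjusted p under 0.05 from limma, 14236 features (10.3% of all) differed by batch in these 24 arrays, of which 9356 were higher and 4880 lower in batch 2. The first dimension of the MDS, computed from the 500 features with the largest differences for each pair of arrays, separated the batches by 2.97 (permutation test with 100000 resamples, p = 2e-05).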

The dual smokers (CSWP) group had minimum batch effects in the lncRNA expression as seen by their close clustering in the MDS plot based on batch 2 analyses. 

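The 6 CSWP arrays lay closest to each other. The mean distance between pairs of CSWP arrays on the first 2 dimensions of the MDS was 0.403. Among the 3 batch 2 arrays of another group, it was 0.595 in WP, 0.631 in CS, 0.686 in NS and 0.806 in E-cig. Over both batches, the mean distance was 1.98 in NS, 2.18 in E-cig, 2.34 in CS and 3.19 in WP. In batch 1 alone it was 4.33 in WP, the group with the 1 array whose exon controls stood apart, and 0.749 to 0.974 in the other groups. All CSWP arrays were run in batch 2, so a batch effect within CSWP cannot be measured.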

Rest of the four groups–NS, CS, E-cig and WP- showed variations (due to batch effect) as seen in **Fig 2**.

**Fig 2:**
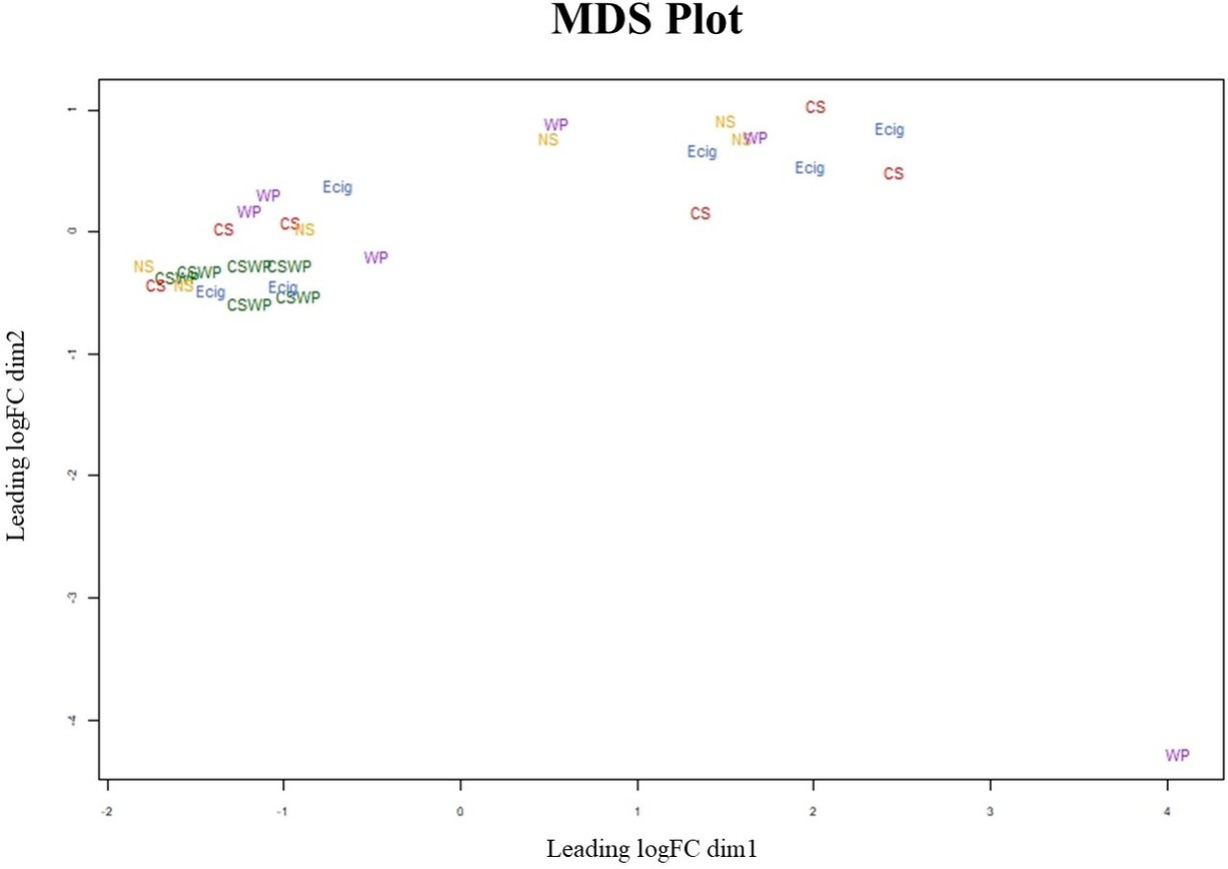
Multidimensional scaling plot (MDS) for the study group shows batch variations. MDS plot based on differential lncRNA expression in individual samples of non-smokers (NS), cigarette smokers (CS), E-cigarette users (E-cig), waterpipe smokers (WP) and dual smokers (CSWP).

### lncRNA from plasma exosomes of non-smokers, smokers, E-cig users, waterpipe users and dual smokers exhibit distinct expression profiles

We generated volcano plots showing pairwise comparisons of the differential expression profiles of the lncRNAs from various experimental groups (**Fig 3**). The volcano plots were plotted such that each of the significant differentially expressed lncRNAs in the treatment group versus the control are denoted as colored dots. Any fold change greater than ±1 on the logarithmic (base2) scale was considered significant in our study, and is denoted by green dots on the graph. A threshold of 4 for raw p-value on the logarithmic scale (base 10) was considered to be significant and has been plotted as blue and red dots in the graph. Importantly, the red dots denote the lncRNAs that are differentially expressed with a fold change greater than ±1 as compared to control and are statistically significant with raw p-value p<0.0001.

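Large and significant changes were few in each comparison. BNIP3L, a receptor for the removal of mitochondria, had the highest fold change of those called among the Table 1 clusters in E-cig users against NS, and starsmo, a putative protein, was called with a log2 fold change over 1 in dual smokers against each of the other 4 groups. At a raw p under 0.0001 and an absolute log2 fold change over 1, limma gave 1 cluster for CS vs. NS, 4 for E-cig vs. NS, 1 for WP vs. NS and 2 for CSWP vs. NS. There were 3 features for CS vs. E-cig, 0 for WP vs. E-cig, 2 for CSWP vs. E-cig and 2 for CS vs. WP. Dual smokers had 2 such clusters against CS and 3 against WP. The features with an unadjusted p under 0.05, of which 6937 are expected by chance, ranged from 5896 for CSWP vs. CS to 9019 for WP vs. NS. They were above the expected number in the 4 comparisons with NS (8247 for E-cig vs. NS) and in CS vs. WP, and below it in the other 5 (6560 for WP vs. E-cig), though features are not independent.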

**Fig 3:**
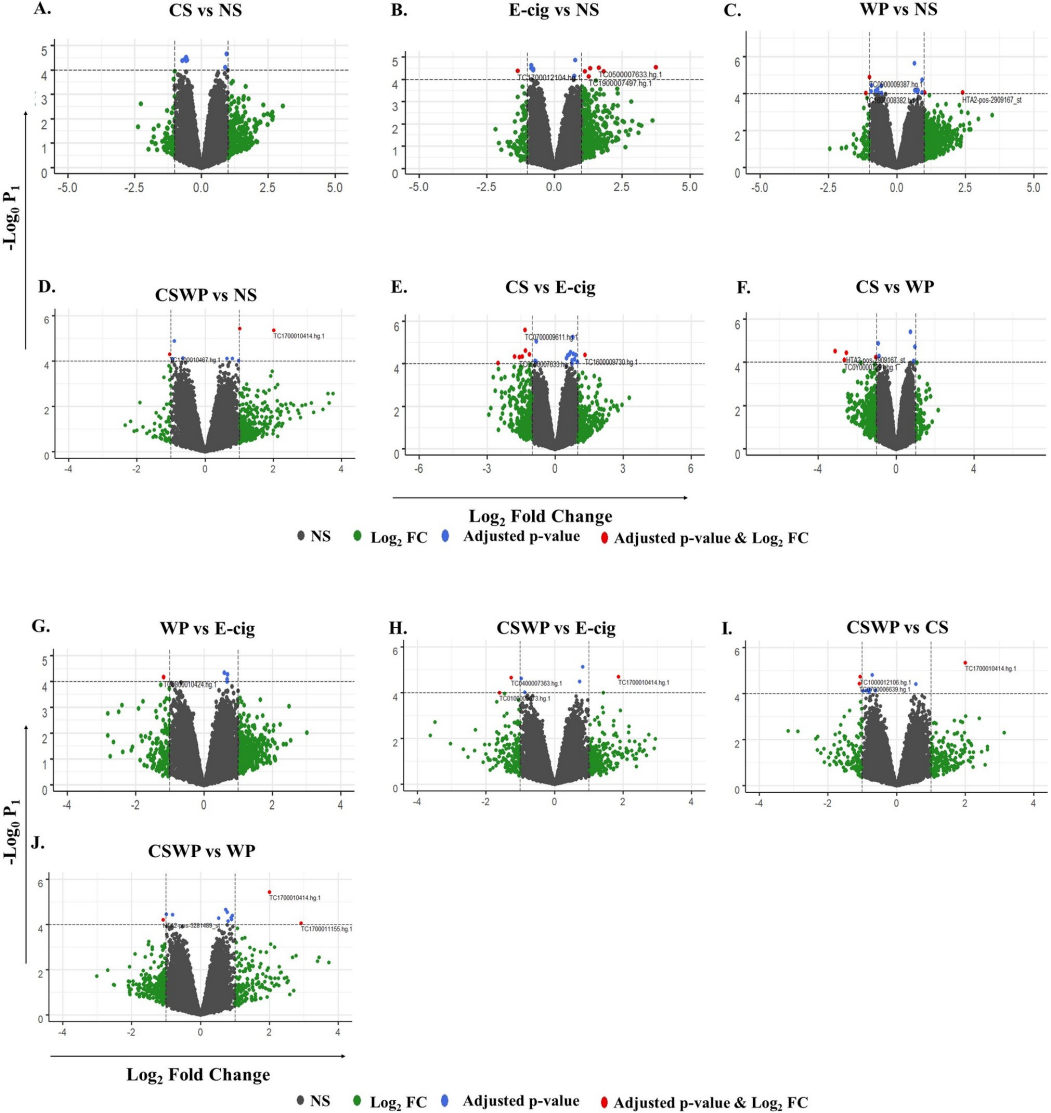
Volcano plots showing number and distribution of lncRNAs. Volcano plot showing the relation between p-values (Y-axis) vs fold change (X-axis) in the differentially expressed lncRNAs amongst (A) Cigarette smokers vs. non-smokers, (B) E-cig users vs. Non-smokers, (C) waterpipe smokers vs. Non-smokers, (D) dual smokers vs. Non-smokers, (E) Cigarette smokers vs. E-cig users, (F) Cigarette smokers vs. waterpipe smokers, (G) Waterpipe smokers vs. E-cig users, (H) Dual smokers vs. E-cig users, (I) Dual smokers vs. cigarette smokers, and (J) Dual smokers vs. waterpipe smokers. Log_2_ fold change (cut-off = ± 1, vertical lines) was plotted against the–log_10_ p-value (cut-off = 4, horizontal line). Adjusted p-value, *P* <0.0001.

### Hierarchical clustering shows significant variations in the lncRNA expression in plasma exosomes from non-smokers, smokers, E-cig users, waterpipe users and dual smokers

Next, we plotted heatmaps showing the differential expression of lncRNAs comparing CS vs. NS, E-cig vs. NS, WP vs. NS, CSWP vs. NS, CS vs. E-cig, WP vs. E-cig, CSWP vs. E-cig, CS vs. WP, CSWP vs. CS and CSWP vs. WP, respectively in **Fig 4A–4J**. Each row in the heat map represents individual lncRNAs and each column denotes individual sample. The color scale indicates the relative expression level of lncRNAs with green showing upregulation while red representing downregulation of gene expression. A detailed information about the identified differentially expressed genes along with fold change and p-value information is provided in **Table 1**. 

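All 113 entries of Table 1 had the same direction in the fit as in the table. Of these, 59 had a raw p under 0.0001 from limma, and all 113 had one under 0.05. Table 1 was drawn from these same arrays, so this agreement, and the direction kept in the comparisons below, gives no independent support. The level of most of the clusters was low: 76 of the 92 different Table 1 entries reported had a mean under 2.36, the level that holds 95% of the intron controls. A level within the range of the intron controls does not by itself show that a transcript was detected. Log2 fold changes of such low clusters are also inexact. Both limits hold for all comparisons below, where rose and fell refer to the array values. RNF220, T037261 and starsmo were among the brighter ones. Of the entries, 5 were array control features, not transcripts of a gene of interest. Over the 10 comparisons, 120 features were called in total, where 138.7 are expected by chance, and 1 of these passed an adjusted p of 0.05. It was the cluster of the transfer RNA for cysteine, tRNA-Cys (GCA), in CS vs. E-cig. The adjustment covers the features of a single comparison and does not correct for the 10 comparisons.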

Briefly, the following observations were made from various pairwise comparisons:

**Fig 4:**
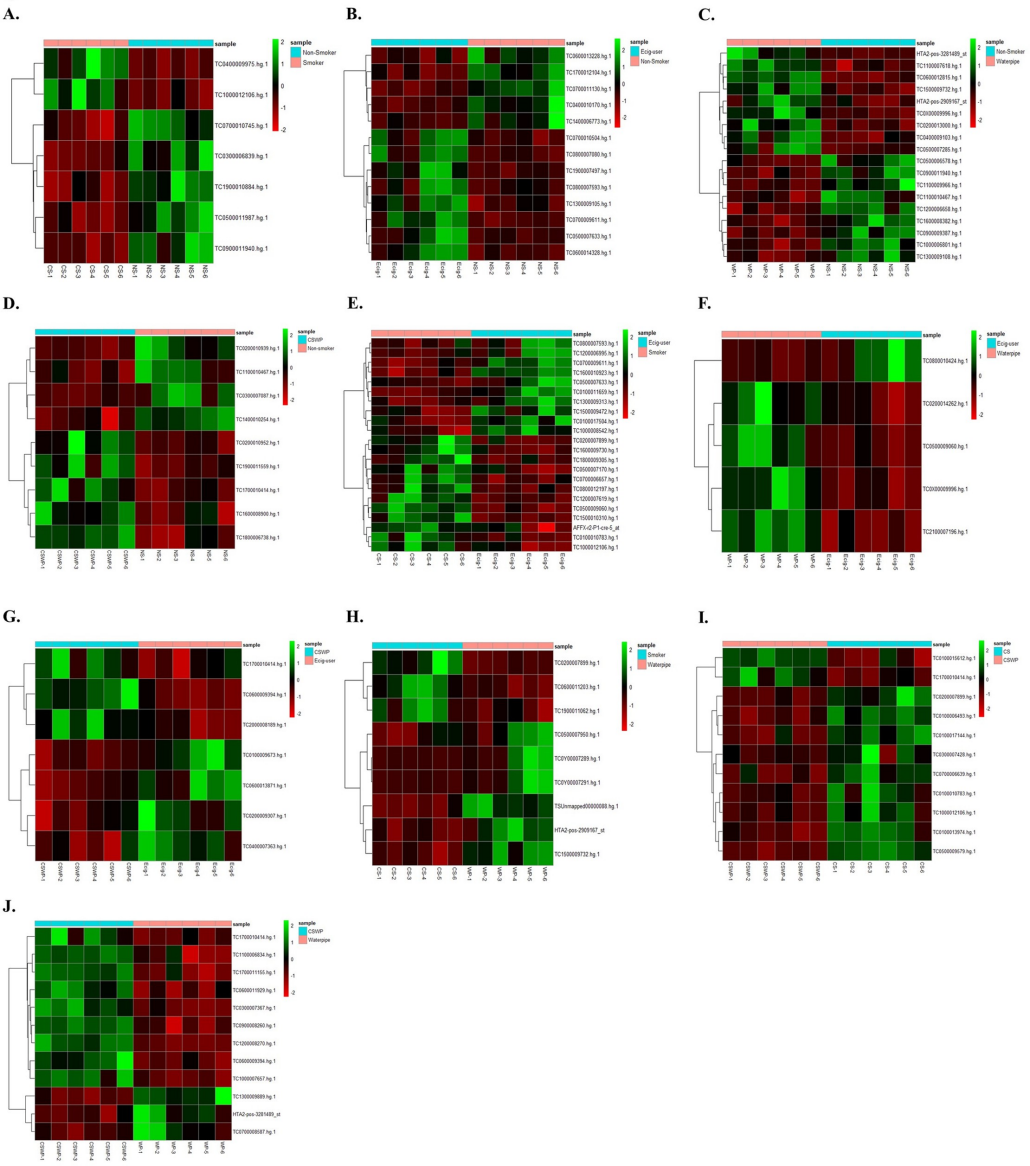
Hierarchical cluster analyses of differentially expressed lncRNAs. Heat map showing differentially expressed lncRNAs that are significantly varied between (A) Non-smokers and cigarette smokers, (B) Non-smokers and E-cigarette users, (C) Non-smokers and waterpipe users, (D) Non-smoker and dual smokers, (E) Cigarette smokers and E-cig users, (F) E-cig users and waterpipe smokers, (G) Dual smokers and E-cig users, (H) Cigarette smokers and waterpipe smokers, (I) Cigarette smokers and dual smokers, and (J) Dual smokers and waterpipe users. These lncRNAs were identified based on individual pairwise comparisons (with unadjusted raw *p*-value; *P* < 0.05). The analysis was generated using Z scores of the most differentially expressed significant lncRNAs. Each row represents individual lncRNA, and each column represents individual sample. The relative lncRNA expression is depicted according to the color scale as shown on the right side of the figure. The magnitude of deviation from the median is represented by the color saturation. NS, non-smoker; CS, cigarette smoker; E-cig, Electronic cigarette users; WP, waterpipe smoker; CSWP: Dual Smoker.

**Table 1:** Significant differentially expressed lncRNAs in various treatment groups and their significance.

PROBEID	GENENAME	log2 Fold change	P. Value	Description
CS vs NS				
TC0300006839.hg.1	uc062hmo.1 // AC020626.1 // — // — // —	-0.576946781	4.22E-05	Archived gene ID
TC0400009975.hg.1	poyvobo	0.938840871	2.22E-05	Homo sapiens single exon coding gene poyvobo
TC0500011987.hg.1	AC004777.1	-0.544358364	3.95E-05	TEC tyrosine kinase
TC0700010745.hg.1	AC007327.1	-0.568070439	2.95E-05	pseudogene similar to NADH dehydrogenase 2 MT-ND2
TC0900011940.hg.1	T368770 (miTranscriptome)	-0.719952578	4.04E-05	Unannotated
TC1000012106.hg.1	NA	0.890647162	7.69E-05	Unannotated
TC1900010884.hg.1	NA	-0.606841977	3.49E-05	Unannotated
E-cig vs NS				
TC0400010170.hg.1	skusworbu	-0.854161017	3.15E-05	Putative Protein
TC0500007633.hg.1	lozorby	1.644179344	2.96E-05	RNA-binding protein like family member.
TC0600013228.hg.1	SLC2A12	-0.792272819	3.95E-05	Solute carrier family 2 member 12
TC0600014328.hg.1	OSTM1	0.764009224	1.32E-05	Osteoclastogenesis associated transmembrane protein 1
TC0700009611.hg.1	Transfer RNA-Cys (GCA) 1–1	1.115171958	4.41E-05	tRNA; Genhancer regulatory region
TC0700010504.hg.1	OSBPL3	0.721080223	6.85E-05	Oxysterol binding protein like 3
TC0700011130.hg.1	T324413 (miTranscriptome)	-0.862064073	2.30E-05	Unannotated
TC0800007080.hg.1	BNIP3L	3.736036439	2.80E-05	Bcl2 interacting protein 3 like
TC0800007593.hg.1	zoyberby	1.81372327	4.40E-05	Endonuclease reverse transcriptase family member
TC1300009105.hg.1	lnc-PCDH20-13	1.325335976	3.19E-05	RNA gene
TC1400006773.hg.1	miR4307	-0.779299012	3.36E-05	micro RNA
TC1700012104.hg.1	T156883 (miTranscriptome)	-1.361512953	4.10E-05	Unannotated
TC1900007497.hg.1	flarchoy	1.258862445	7.32E-05	Endonuclease reverse transcriptase
WP vs NS				
HTA2-pos-2909167_st	NA	2.404401909	8.64E-05	Normgene
HTA2-pos-3281489_st	NA	1.012476113	8.85E-05	normgene
TC0200013000.hg.1	T191448 (miTranscriptome)	0.760037466	8.17E-05	Unannotated
TC0400009103.hg.1	stoyswarby	0.733276161	7.61E-05	Spliced non-coding gene
TC0500006578.hg.1	forgoy	-0.925005367	3.65E-05	Putative Protein
TC0500007285.hg.1	lnc-ZNF131-1	0.921228322	8.73E-05	Antisense To ANXA2R
TC0600012815.hg.1	PPIL6-201	0.639890503	2.29E-06	Peptidylprolyl isomerase like 6
TC0900009387.hg.1	T354858 (miTranscriptome)	-1.006431605	1.31E-05	Unannotated
TC0900011940.hg.1	T368770 (miTranscriptome)	-0.710249664	5.84E-05	Unannotated
TC0X00009996.hg.1	AL590762.11	0.659766654	6.96E-05	Pseudogene Similar To Part Of Poly(A) Binding Protein, Nuclear 1 (PABPN1)
TC1000006801.hg.1	T037261 (miTranscriptome)	-0.777471484	7.50E-05	Unannotated
TC1100007618.hg.1	LOC100129915	0.780128991	6.59E-05	Similar to ring finger protein 18
TC1100009966.hg.1	AC068733.2–201	-0.576623305	3.90E-05	TBC1 domain family, member 12, pseudogene
TC1100010467.hg.1	WT1	-0.941823433	8.02E-05	WT1 transcription factor
TC1200006658.hg.1	woybleyby	-0.658889026	9.38E-05	Putative mitochondrial protein
TC1300009108.hg.1	T095410 (miTranscriptome)	-0.55850742	9.48E-05	Unannotated
TC1500009732.hg.1	fawkloy	0.920293174	1.79E-05	Putative Protein
TC1600008382.hg.1	T136042 (miTranscriptome)	-1.137693624	9.45E-05	Unannotated
CSWP vs NS				
TC0200010939.hg.1	steeklu	-0.900124606	1.27E-05	Putative protein
TC0200010952.hg.1	NYAP2	0.63991652	7.66E-05	Neuronal tyrosine-phosphorylated phosphoinositide-3-kinase adaptor 2
TC0300007087.hg.1	blerfarbo	-0.948070038	7.95E-05	Putative protein
TC1100010467.hg.1	WT1	-1.042036815	4.89E-05	WT1 transcription factor
TC1400010254.hg.1	florpaw	-0.65229696	7.53E-05	Putative protein
TC1600008900.hg.1	sleeboby	0.979624294	9.72E-05	Putative protein
TC1700010414.hg.1	starsmo	2.016554814	4.44E-06	Putative protein
TC1800006738.hg.1	smeypla	0.802532832	7.64E-05	Putative protein of ancient origin
TC1900011559.hg.1	T181991 (miTranscriptome)	1.008317384	3.74E-06	Unannotated
CS vs E-cig				
AFFX-r2-P1-cre-5_at	NA	0.559000778	4.04E-05	Unannotated
TC0100010783.hg.1	lnc-TDRD5	0.688322216	2.81E-05	RNA gene
TC0100011659.hg.1	lnc-MARK1-1	-0.830260656	8.58E-06	Non-protein coding lnc-MARK1-1:1 sequence.
TC0100017504.hg.1	T031766 (miTranscriptome)	-0.846997861	7.80E-05	Unannotated
TC0200007899.hg.1	T191106 (miTranscriptome)	0.785909826	5.65E-06	Unannotated
TC0500007170.hg.1	T281110 (miTranscriptome)	0.745643686	6.86E-05	Unannotated
TC0500007633.hg.1	lozorby	-1.569509552	4.82E-05	RNA binding protein like family member
TC0500009060.hg.1	lnc-PCYOX1L-3	0.630448229	3.69E-05	RNA gene
TC0700006657.hg.1	Asparagine-linked glycosylation 1-like 5	0.806480376	3.48E-05	Genhancer regulatory region; pseudogene
TC0700009611.hg.1	Transfer RNA-Cys (GCA) 1–1	-1.332318255	2.61E-06	tRNA; Genhancer regulatory region
TC0800007593.hg.1	zoyberby	-1.791751511	4.46E-05	Endonuclease reverse transcriptase family member
TC0800012197.hg.1	skorslubu	0.910130832	3.89E-05	Tigger transposable element-derived protein 1 like family member
TC1000008542.hg.1	T046708 (miTranscriptome)	-1.137097908	3.62E-05	Unannotated
TC1000012106.hg.1	T050226 (miTranscriptome)	0.98387836	8.45E-05	Unannotated
TC1200006995.hg.1	pleyblybu	-2.506882323	9.21E-05	Spliced non-coding gene
TC1200007619.hg.1	shanaw	0.853525764	6.10E-05	Putative protein
TC1300009313.hg.1	seychoy	-1.443895461	4.70E-05	Single exon coding gene
TC1500009472.hg.1	NA	-0.880016936	7.51E-05	Unannotated
TC1500010310.hg.1	RNA, U7 small nuclear 79 pseudogene	0.504790762	5.35E-05	Genhancer regulatory region
TC1600009730.hg.1	T128938 (miTranscriptome)	1.326826001	3.77E-05	Unannotated
TC1600010923.hg.1	AC079414.1	-1.309502335	2.38E-05	Novel transcript, antisense to CLEC3A
TC1800009305.hg.1	NONHSAG024018 92; Lnc-PIGN-6	0.748542125	9.87E-05	Sense intronic non-coding RNA
WP vs E-cig				
TC0200014262.hg.1	T199176 (miTranscriptome)	0.69106882	5.31E-05	Unannotated
TC0500009060.hg.1	lnc-PCYOX1L-3	0.590631549	4.53E-05	RNA gene
TC0800010424.hg.1	T343804 (miTranscriptome)	-1.184148902	6.68E-05	Unannotated
TC0X00009996.hg.1	AL590762.1	0.679813184	8.22E-05	Pseudogene similar to part of poly(A) binding protein, nuclear 1 (PABPN1)
TC2100007196.hg.1	T226511 (miTranscriptome)	0.673584366	9.84E-05	Unannotated
CSWP vs E-cig				
TC0100009673.hg.1	T018635 (miTranscriptome)	-1.604525926	9.79E-05	Unannotated
TC0200009307.hg.1	PRSS40A	-0.972747948	2.43E-05	Serine protease 40A; pseudogene
TC0400007363.hg.1	sheyflarby	-1.270572291	2.14E-05	Putative protein
TC0600009394.hg.1	bawplerbu	0.816447817	7.32E-06	Putative protein
TC0600013871.hg.1	T315187 (miTranscriptome)	-0.871913931	9.62E-05	Unannotated
TC1700010414.hg.1	starsmo	1.864419934	2.02E-05	Putative protein
TC2000008189.hg.1	T212697 (miTranscriptome)	0.726204194	3.26E-05	Unannotated
CS vs WP				
HTA2-pos-2909167_st	NA	-2.559642238	3.56E-05	normgene
TC0200007899.hg.1	T191106 (miTranscriptome)	0.730657071	3.84E-06	Unannotated
TC0500007950.hg.1	lnc-ATP6AP1L-5	-1.050567649	5.72E-05	RNA Gene; Genehancer regulatory elements.
TC0600011203.hg.1	AL021918.1	0.958745545	1.92E-05	WD repeat domain 59 (WDR59) pseudogene
TC0Y00007289.hg.1	rarsybo	-3.144078758	3.00E-05	Single exon coding gene.
TC0Y00007291.hg.1	warbo	-2.666565528	7.88E-05	Single exon coding gene.
TC1500009732.hg.1	fawkloy	-0.934211892	1.35E-05	Transcript Identified by AceView
TC1900011062.hg.1	T178086 (miTranscriptome)	0.892397234	8.58E-05	Unannotated
TSUnmapped00000088.hg.1	DUSP16	-0.879332008	5.01E-05	Dual specificity phosphatase 16
CSWP vs CS				
TC0100006493.hg.1	smorarbo	-0.986103904	7.76E-05	Single exon coding gene
TC0100010783.hg.1	lnc-TDRD5	-0.619045364	7.43E-05	RNA gene
TC0100013974.hg.1	RNF220	-0.799985122	8.80E-05	Ring finger protein 220
TC0100015612.hg.1	NONHSAT068475	0.554656506	3.89E-05	Taqman probe, non-coding
TC0100017144.hg.1	T029497 (miTranscriptome)	-0.895077856	7.51E-05	Unannotated
TC0200007899.hg.1	T191106 (miTranscriptome)	-0.710135209	1.57E-05	Unannotated
TC0300007428.hg.1	T242983 (miTranscriptome)	-0.783521911	6.85E-05	Unannotated
TC0500009579.hg.1	T294035 (miTranscriptome)	-0.820042957	7.02E-05	Unannotated
TC0700006639.hg.1	AC004895.1–203	-1.083546595	3.71E-05	Novel transcript
TC1000012106.hg.1	T050226 (miTranscriptome)	-1.063392127	1.84E-05	Unannotated
TC1700010414.hg.1	starsmo	2.004901352	4.52E-06	Putative protein
CSWP vs WP				
HTA2-pos-3281489_st	NA	-1.090364457	6.09257E-05	Normgene
TC0300007367.hg.1	KLHDC8B	0.883254947	4.89501E-05	Kelch domain containing 8B
TC0600009394.hg.1	bawplerbu	0.728763959	2.18613E-05	Putative Protein
TC0600011929.hg.1	lnc-CLIC5-2	0.522529849	5.27087E-05	Genehancer region
TC0700008587.hg.1	T330053 (miTranscriptome)	-0.994276685	3.44684E-05	Unannotated
TC0900008260.hg.1	T363928 (miTranscriptome)	0.919987054	3.95504E-05	Unannotated
TC1000007657.hg.1	T042202 (miTranscriptome)	0.803560023	7.08706E-05	Unannotated
TC1100006834.hg.1	vaslorby	0.899127136	5.97471E-05	Putative Protein
TC1200008270.hg.1	lnc-NAV3-2:4	0.771483311	2.77469E-05	Promoters and Genehancers
TC1300009889.hg.1	T099623 (miTranscriptome)	-0.810946716	3.70585E-05	Unannotated
TC1700010414.hg.1	starsmo	2.001800176	3.72921E-06	Putative Protein
TC1700011155.hg.1	NA	2.923514656	8.83794E-05	Unannotated

#### Smokers vs non-smokers

We found 7 differentially expressed lncRNAs in the exosomes from blood plasma from CS as compared to NS. Two of those lncRNAs were upregulated while the rest where downregulated amongst smokers as compared to the NS controls (**Fig 4A**).

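In cigarette smokers, AC007327.1, a pseudogene similar to the mitochondrial gene MT-ND2, fell and poyvobo, a single-exon coding gene, rose. Both clusters lay under the 95th percentile of the intron controls in CS and in NS, so their log2 fold changes are inexact. The level of AC007327.1 was 0.742 ± 0.175 (SD, n = 6) in CS and 1.31 ± 0.196 (SD, n = 6) in NS. This was a log2 fold change of -0.57 (standard error 0.11), called in all 12 fits that left out 1 array but not with the arrays of both groups alone or in either batch alone. The level of poyvobo was 1.77 ± 0.501 (SD, n = 6) in CS and 0.825 ± 0.151 (SD, n = 6) in NS, a log2 fold change of 0.95 (standard error 0.19). It was no longer called in either batch alone or without CS replicate 1, where its log2 fold change was 0.79. Of the 7 clusters in Table 1, 2 were higher and 5 lower in CS, and 5 of the 7 were called. In all, 8 features were called, 1 higher and 7 lower. The lowest adjusted p was 0.952, so no cluster passed the correction for the number of features.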

#### E-cig users vs non-smokers

In total, we observed 13 differentially expressed lncRNAs- eight upregulated and five downregulated- on comparing E-cig users with NS (**Fig 4B**). 

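In E-cig users, the transfer RNA for cysteine rose, and T156883, an unannotated transcript, fell. The level of tRNA-Cys (GCA) was 2.60 ± 0.583 (SD, n = 6) in E-cig and 1.48 ± 0.163 (SD, n = 6) in NS. Its log2 fold change, inexact because the NS mean lay under the intron level of 2.36, was 1.12 (standard error 0.20). Every E-cig array was above every NS array (two-sided exact permutation test, p = 0.00216, the smallest that 6 arrays against 6 allow). Table 1 clusters were chosen from these same arrays, so the permutation tests of named clusters, here and below, give no independent support. T156883 had a log2 fold change of -1.36 (standard error 0.25). Both calls held in all 12 fits that left out 1 array and were lost in either batch alone, and that of T156883 also with the arrays of both groups alone. All 13 clusters of Table 1 kept their direction, 8 higher and 5 lower, and 4 of them were called. Over all features, 15 were called, 6 higher and 9 lower in E-cig users. The lowest adjusted p, that of these 2 clusters, was 0.388.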

Interestingly, we found approximately 4-fold increase in the expression of BNIP3L, Bcl2 interacting protein 3-like protein (Fold change = 3.74; p = 2.8E-05) amongst the E-cig users as compared to the non-smoking controls. 

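BNIP3L (TC0800007080.hg.1), which marks mitochondria for removal and acts in the maturation of red blood cells, was higher in E-cig users. Its log2 value was 5.47 ± 2.35 (SD, n = 6) in E-cig and 1.99 ± 0.66 (SD, n = 6) in NS. On the log2 scale the change, inexact because the NS mean lay under the intron level of 2.36, was 3.48 (standard error 0.69, adjusted p = 0.682 from limma), and 4 of 6 E-cig arrays were above every NS array (two-sided exact permutation test, p = 0.0108). Within batch 1 the difference was 4.98 and within batch 2 it was 1.98. The latter rests on E-cig replicate 4 at 7.35, as the other E-cig arrays of batch 2 were 2.77 and 2.19 and NS was 2.13 ± 0.55 (SD, n = 3). Within a batch, 3 arrays against 3 cannot give an exact permutation p under 0.1. BNIP3L was called at the raw threshold in 9 of 12 fits that left out 1 array, and not without NS replicate 2, NS replicate 3 or E-cig replicate 4, where its log2 fold change was 3.24, 3.13 and 2.92. The call was also lost without a batch term, with the arrays of both groups alone, in either batch alone and with trend and robust variances. In the other smoking groups BNIP3L was 3.35 ± 1.74 (SD, n = 6) in CS, 3.15 ± 1.48 (SD, n = 6) in WP and 2.53 ± 0.45 (SD, n = 6) in CSWP. The paper reasons that increased BNIP3L points to aggravated mitophagy, which it calls a hallmark of COPD and IPF. It then proposes the possible emergence of these diseases or of cancers, but from what it there words as an attenuation of BNIP3L.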

We further found an increase in the expression of lncRNA belonging to members of RNA binding [lozorby (Fold change = 1.64; p = 2.96E-05)] and endonuclease reverse transcriptase [zoyberby (Fold change = 1.81; p = 4.40E-05) and flarchoy (Fold change = 1.26; p = 7.32E-05)] protein family.

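Of the 3 clusters, flarchoy (TC1900007497.hg.1) was called at a raw p under 0.0001, while lozorby (TC0500007633.hg.1) and zoyberby (TC0800007593.hg.1) differed from NS mainly in batch 1. The level of flarchoy was 2.87 ± 0.87 (SD, n = 6) in E-cig and 1.76 ± 0.25 (SD, n = 6) in NS. Its log2 fold change was 1.12 (standard error 0.24), 1.52 in batch 1 and 0.71 in batch 2. For lozorby, the log2 fold change was 1.29 (standard error 0.32, adjusted p = 0.682 from limma), with 2.40 in batch 1 and 0.18 in batch 2. For zoyberby, it was 1.28 (standard error 0.38, adjusted p = 0.692), with 2.44 in batch 1 and 0.12 in batch 2. The exact permutation p, two-sided and within batches, was 0.005 for flarchoy, 0.03 for lozorby and 0.04 for zoyberby. With all arrays of both groups rearranged regardless of batch, it was 0.00216 for flarchoy, 0.0303 for lozorby and 0.104 for zoyberby. The call of flarchoy was lost in 7 of 12 fits that left out 1 array, without NS replicate 1, 2, 3 or 6 or E-cig replicate 1, 2 or 5, where its log2 fold change was 0.97 at the lowest. It was lost as well without a batch term, with the arrays of both groups alone, in either batch alone and with array weights. Without E-cig replicate 4 or 5, lozorby was called, with 1.52 at the highest, and in batch 1 alone both lozorby and zoyberby were.

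**Figure D2:**
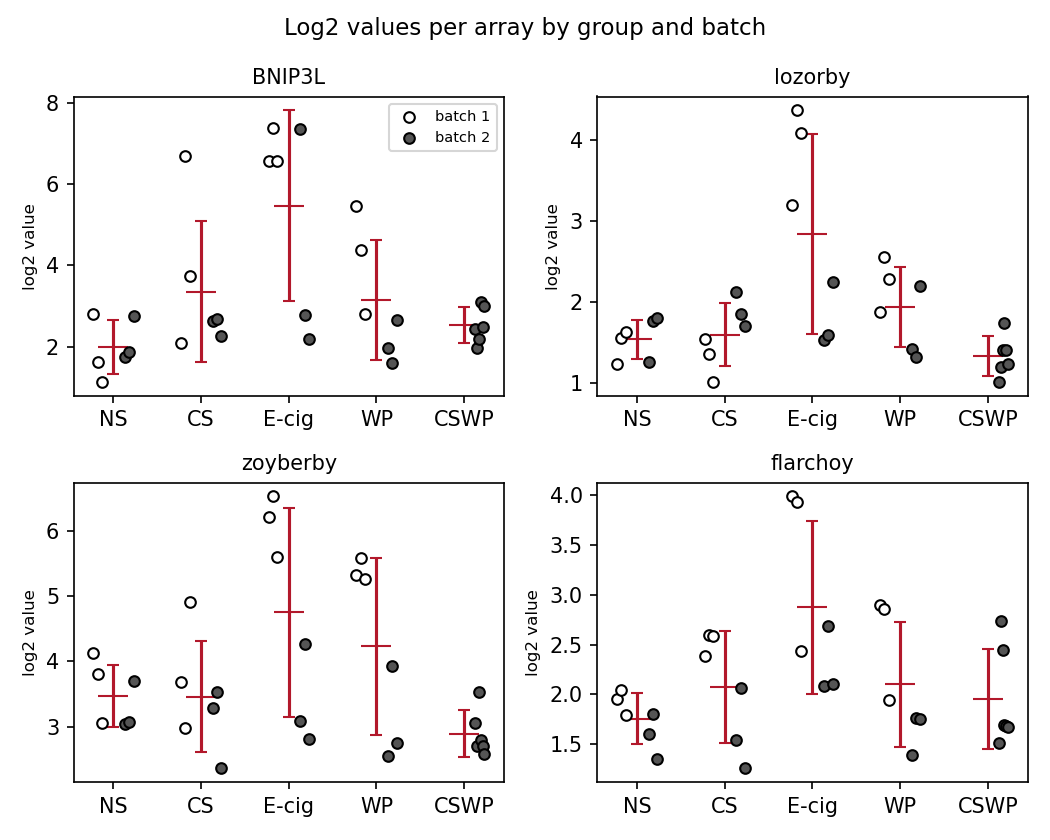
Log2 values (vertical axis) of BNIP3L, lozorby, zoyberby and flarchoy in each array by group (horizontal axis); open points are batch 1 and filled points batch 2, and the red bars give the mean and SD of all 6 arrays. For lozorby, the E-cig arrays lie between 3.19 and 4.36 in batch 1 and between 1.53 and 2.24 in batch 2.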

#### Waterpipe user vs non-smokers

We identified 18 differentially expressed lncRNAs in plasma exosomes on comparing WP group with NS (**Fig 4C**). Of these, 9 were upregulated while 9 others were found to be downregulated amongst the WP users as compared to the control (NS) group.

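In waterpipe users, PPIL6, a member of the cyclophilin family of protein-folding enzymes, rose, and T037261, one of the few bright clusters of Table 1, fell. PPIL6 (TC0600012815.hg.1) was 1.24 ± 0.131 (SD, n = 6) in WP and 0.606 ± 0.11 (SD, n = 6) in NS. This was a log2 fold change of 0.63 (standard error 0.11), with 0.63 in batch 1 and 0.64 in batch 2. Every WP array was above every NS array (two-sided exact permutation test within batches, p = 0.005), though neither batch alone gave a call. T037261 was 6.07 ± 0.237 (SD, n = 6) in WP and 6.90 ± 0.341 (SD, n = 6) in NS, a log2 fold change of -0.83 (standard error 0.17). It was not called without NS replicate 1, 2 or 6 or WP replicate 1, and -0.71 was the smallest change, without NS replicate 2. Nor was it called with the arrays of both groups alone, in either batch alone or with the exon control level as a covariate. Of the 18 clusters of Table 1, 9 were higher and 9 lower, and 12 were called. The 17 features called comprised 7 higher and 10 lower, and the lowest adjusted p, that of PPIL6, was 0.265. PPIL6 lay under 2.36, the 95th percentile of the intron controls, in both groups.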

#### Dual smoker vs non-smokers

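In dual smokers, starsmo, a bright cluster for a putative protein, and smeypla rose, while steeklu fell relative to NS. For starsmo the log2 fold change was 2.10 (standard error 0.37, adjusted p = 0.412 from limma). The level of steeklu was 0.673 ± 0.128 (SD, n = 6) in CSWP and 1.41 ± 0.42 (SD, n = 6) in NS, a log2 fold change of -0.89 after adjusting for batch (standard error 0.16, adjusted p = 0.524). Both calls held in all 12 fits that left out 1 array and were lost without a batch term, and that of starsmo also with the replicate block, with the arrays of both groups alone and in batch 2 alone. The change in smeypla was 0.82 (standard error 0.16), and its call was lost without CSWP replicate 6, NS replicate 5 or NS replicate 6, with 0.74 as the lowest value. All 9 clusters of Table 1 kept their direction, 5 higher and 4 lower, and 7 were called. Of 13 features called, 5 were higher and 8 lower. Since CSWP was run in batch 2 alone, the batch adjustment for this group rests on the other 4 groups.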

On comparing lncRNA expression profiles of CSWP and NS groups, we found 9 differentially expressed lncRNAs in plasma exosomes, where four were downregulated and five upregulated in the plasma exosomes from dual smokers as compared to non-smoking controls (**Fig 4D**). Most of the differentially expressed lncRNAs identified on this comparison belonged to the family of putative proteins and thus have no known function.

#### Smokers vs. E-cig users

A total of 22 lncRNAs were found to show significant differential expression in E-cig users in comparison to CS group (**Fig 4E**). Of these, 10 lncRNAs were downregulated whereas 12 showed increased expression in cigarette smokers when compared to E-cig users. 

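Cigarette smokers had less tRNA-Cys (GCA) and less AC079414.1 than E-cig users, and more lnc-PCYOX1L-3. For tRNA-Cys (GCA) the log2 fold change, inexact because the CS mean lay under the intron level, was -1.34 (standard error 0.20, adjusted p = 0.0278 from limma), and 5 of 6 CS arrays were below every E-cig array. Over the other settings its adjusted p ranged from 0.00205 to 1.00, and it was over 0.05 without CS replicate 1, 3, 4, 5 or 6 or E-cig replicate 2, 3, 5 or 6. The change was -1.38 in batch 1 and -1.30 in batch 2 (two-sided exact permutation test within batches, p = 0.005). AC079414.1 was 1.18 ± 0.432 (SD, n = 6) in CS and 2.62 ± 0.273 (SD, n = 6) in E-cig, a log2 fold change of -1.44 (standard error 0.24, adjusted p = 0.0666 from limma). lnc-PCYOX1L-3 had a log2 fold change of 0.61 (standard error 0.12, adjusted p = 0.356). The calls of these 3 clusters at the raw threshold held in all 12 fits that left out 1 array. All 3 were lost in batch 1 alone, AC079414.1 and lnc-PCYOX1L-3 in batch 2 alone, and lnc-PCYOX1L-3 also without a batch term and with the arrays of both groups alone. The 22 entries of Table 1 split into 12 higher and 10 lower in CS, and 5 were called. In all, 12 features were called, 4 higher and 8 lower, and they comprise 10 different sets of values because some clusters hold the same values.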

Many of the identified differentially expressed RNAs belonged to intronic or non-protein coding regions as shown in **Table 1**.

#### Waterpipe vs E-cig users

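In waterpipe users, T226511 and lnc-PCYOX1L-3 rose relative to E-cig users. T226511 was 1.37 ± 0.225 (SD, n = 6) in WP and 0.657 ± 0.209 (SD, n = 6) in E-cig. This was a log2 fold change of 0.71 (standard error 0.14), and the call held in all 12 fits that left out 1 array but not with the arrays of both groups alone or in either batch alone. lnc-PCYOX1L-3 was 0.958 ± 0.353 (SD, n = 6) in WP and 0.385 ± 0.147 (SD, n = 6) in E-cig, with a log2 fold change of 0.57 (standard error 0.12). It was not called in 6 of 12 such fits, without E-cig replicate 2, 4 or 5 or WP replicate 2, 5 or 6, with 0.52 as the lowest value, nor without a batch term, with the replicate block, with the arrays of both groups alone or in either batch alone. T343804, lower in WP, had a log2 fold change of -1.09 (standard error 0.25) and was not called. It was called without WP replicate 6 (-1.18), E-cig replicate 4 (-1.30) or E-cig replicate 5 (-1.23), with trend and robust variances, and in batch 1 alone, where it was -1.84 against -0.33 in batch 2. The Table 1 clusters, 4 higher and 1 lower, all kept their direction, and 3 were called among 9 features (5 higher and 4 lower). Without WP replicate 1, the array whose exon controls stood apart, 14 features were called. The lowest adjusted p was 0.997.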

We demonstrate 5 differentially expressed lncRNAs (4 upregulated while 1 downregulated) in the plasma exosomes from WP in comparison to E-cig users as depicted in **Fig 4F and Table 1**.

#### Dual smoker vs E-cig users

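In dual smokers, starsmo and bawplerbu rose and sheyflarby fell relative to E-cig users. The change in starsmo was 1.74 on the log2 scale (standard error 0.37, adjusted p = 0.795 from limma). Its call was lost without CSWP replicate 1, 2 or 4 or E-cig replicate 4 or 6, with 1.43 as the lowest value, without CSWP replicate 2. bawplerbu was 1.23 ± 0.332 (SD, n = 6) in CSWP and 0.458 ± 0.193 (SD, n = 6) in E-cig. After adjusting for batch its log2 fold change was 0.80 (standard error 0.15), and it was called in all 12 fits that left out 1 array but not with the arrays of both groups alone or in batch 2 alone. sheyflarby had a log2 fold change of -1.21 (standard error 0.24) and was not called without CSWP replicate 5 (-1.09) or E-cig replicate 4 (-1.13). The calls of starsmo and sheyflarby were also lost without a batch term, with the replicate block, with the arrays of both groups alone and in batch 2 alone, and that of starsmo with trend and robust variances. The 7 clusters of Table 1, 3 higher and 4 lower, kept their direction, and 4 were called. Of 9 features called, 4 were higher and 5 lower, and the lowest adjusted p was 0.746.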

We identified 4 downregulated and 3 upregulated lncRNAs, on comparing the lncRNA expression in plasma exosomes from dual smokers with those of E-cig users (**Fig 4G**).

#### Smokers vs waterpipe users

Nine lncRNAs were found to be differentially expressed in plasma exosomes from cigarette smokers as compared to WP group. Of these, most (6) were downregulated (**Fig 4H**). 

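Among the lower clusters in cigarette smokers was DUSP16, a phosphatase that acts on MAP kinases. It was 1.45 ± 0.2 (SD, n = 6) in CS and 2.34 ± 0.359 (SD, n = 6) in WP. Its log2 fold change was -0.89 (standard error 0.17, adjusted p = 0.867 from limma), and it was not called without WP replicate 5 (-0.81), with the arrays of both groups alone or in batch 1 alone. T191106 was higher in CS, with a log2 fold change of 0.69 (standard error 0.15). It was called in 4 of 12 fits that left out 1 array, and not without CS replicate 2, 3 or 4 or any of WP replicates 1 to 5, with 0.54 as the lowest value. The call was lost too with the replicate block, with the arrays of both groups alone and in either batch alone. Of the 9 entries of Table 1, 3 were higher and 6 lower, and 4 were called. In all, 4 features called were higher and 5 lower in CS, and the lowest adjusted p was 0.809.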

Importantly, two exon coding genes- rarsybo (Fold change = -3.14; p = 3.00E-05) and warbo (Fold change = -2.67, p = 7.88E-05)—showed three-fold decrease amongst CS group as compared to WP users.

#### Dual smoker vs smokers

We observed 11 differentially expressed lncRNAs on comparing the lncRNA expression between dual and cigarette smokers. 

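RNF220, a ubiquitin ligase and one of the brighter clusters of Table 1, fell in dual smokers relative to cigarette smokers, and starsmo rose. RNF220 was 4.85 ± 0.181 (SD, n = 6) in CSWP and 5.57 ± 0.293 (SD, n = 6) in CS. Its log2 fold change after adjusting for batch was -0.79 (standard error 0.16). The call was lost with the arrays of both groups alone and without CSWP replicate 5, CS replicate 4 or CS replicate 6, with -0.74 as the smallest change in the latter. For starsmo the change was 2.08 (standard error 0.37, adjusted p = 0.490 from limma). It was called in all 12 fits that left out 1 array but not without a batch term, with the replicate block, with the arrays of both groups alone or in batch 2 alone. Of the 11 clusters of Table 1, 2 were higher and 9 lower, and 6 were called. The 8 features called were 1 higher and 7 lower in CSWP. No other adjusted p was lower than that of starsmo.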

Nine out of eleven of the differentially expressed lncRNAs were downregulated in dual smokers as compared to CS control (**Fig 4I**).

#### Dual smoker vs waterpipe users

Lastly, on comparing the lncRNA expressions between CSWP and WP groups we identified 12 differentially expressed lncRNAs. 

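Dual smokers had more starsmo and more vaslorby than waterpipe users, and less T099623. starsmo had a log2 fold change of 2.02 (standard error 0.37), called in all 12 fits that left out 1 array. vaslorby was 4.06 ± 0.146 (SD, n = 6) in CSWP and 2.66 ± 0.684 (SD, n = 6) in WP, a log2 fold change of 0.89 after adjusting for batch (standard error 0.18). It was not called without WP replicate 4 (0.87) or WP replicate 5 (0.80), with the replicate block or with the arrays of both groups alone. T099623 was 0.839 ± 0.174 (SD, n = 6) in CSWP and 1.67 ± 0.406 (SD, n = 6) in WP, with a log2 fold change of -0.81 (standard error 0.16), and held in all 12 such fits. Both calls were lost with the replicate block, with the arrays of both groups alone and in batch 2 alone, and that of starsmo also without a batch term. The clusters of Table 1, 9 higher and 3 lower, kept their direction, and 9 of 12 were called. In all, 20 features were called, 11 higher and 9 lower, of which 6 were array control features with the same values. The lowest adjusted p was 0.585.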

Most (9 out of 12) of the identified lncRNAs were upregulated in the plasma exosomes from dual smokers as compared to waterpipe users (**Fig 4J**).

### lncRNA expression overlaps amongst various treatment groups

To identify the lncRNAs that were commonly dysregulated on exposure to different types of exposures in our experiment, we performed a quick analysis of the differentially expressed lncRNAs and plotted a Venn diagrams to identify the common targets (**Fig 5A–5E**). The differentially expressed lncRNAs identified on comparing the expression profiles of the NS with E-cig users were distinct and did not show any overlap with other groups. 

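None of the 15 features called in E-cig users against NS, among them BNIP3L and tRNA-Cys (GCA), was called in the same direction in another group against NS. Against NS, BNIP3L had a log2 fold change of 1.36 in CS (standard error 0.69, adjusted p = 0.959 from limma), 1.16 in WP (standard error 0.69, adjusted p = 0.808) and 1.32 in CSWP (standard error 0.73, adjusted p = 0.980). That of tRNA-Cys (GCA) was -0.22 in CS, 0.40 in WP and 0.18 in CSWP. Over the 4 comparisons with NS, 53 features were called and 2 were shared. Groups simulated without differences shared 2.34 clusters on average and 7 at most over 100 simulations, since the comparisons use the same NS arrays.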

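T368770 (TC0900011940.hg.1), an unannotated transcript, was lower in both cigarette smokers and waterpipe users than in non-smokers. It was 1.29 ± 0.35 (SD, n = 6) in NS, 0.566 ± 0.135 (SD, n = 6) in CS and 0.578 ± 0.206 (SD, n = 6) in WP. This was a log2 fold change of -0.72 in CS (standard error 0.15, adjusted p = 0.952 from limma) and -0.71 in WP (standard error 0.15, adjusted p = 0.632). Within batches, CS fell by 0.99 in batch 1 and 0.45 in batch 2, and WP by 0.82 and 0.60, with a two-sided exact permutation p of 0.005 for either group. Leaving out 1 array at a time, the call was kept in 5 of 12 fits for CS (without NS replicate 1 or 6 or CS replicate 4, 5 or 6) and in 3 of 12 for WP (without NS replicate 1 or 6 or WP replicate 1). The smallest changes, without NS replicate 2, were -0.64 in CS and -0.63 in WP. Both calls were lost with the replicate block, with the arrays of both groups alone, in either batch alone and with array weights. The level lay under the 95th percentile of the intron controls in all 3 groups.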

One of the lncRNA gene ID (TC0900011940.hg.1) was found to be downregulated amongst both CS (Fold change = -0.72) and WP (Fold change = -0.71) groups when compared to NS. Similarly, another lncRNA (TC1100010467.hg.1) encoding for WT1 transcription factor was found to be downregulated amongst both waterpipe users (Fold change = -0.94) and dual smokers (Fold change = -1.04) when compared to NS (**Fig 5A**).

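The WT1 cluster (TC1100010467.hg.1), for a transcription factor of mesothelial and kidney cells, was lower in waterpipe users and in dual smokers than in non-smokers. It was 2.81 ± 0.55 (SD, n = 6) in NS, 1.90 ± 0.29 (SD, n = 6) in WP and 2.02 ± 0.33 (SD, n = 6) in CSWP. In WP the log2 fold change was -0.91 (standard error 0.20, adjusted p = 0.632 from limma), and in CSWP, after adjusting for batch, it lay between -1.09 and -0.87 over the fits that left out 1 array (adjusted p = 0.789 with all arrays). The WP and CSWP means lay under the 95th percentile of the intron controls. WP fell by 0.70 in batch 1 and by 1.12 in batch 2 (two-sided exact permutation test within batches, p = 0.005). In batch 2 alone, NS was 3.19 ± 0.27 (SD, n = 3) and lay above every CSWP array (exact permutation test, p = 0.0119, the smallest that 6 arrays against 3 allow). The call in WP was kept without NS replicate 2 or 3 or WP replicate 1 and lost in the other 9 of 12 fits that left out 1 array. That in CSWP was lost in 7 of 12, without NS replicate 1, 4, 5 or 6 or CSWP replicate 3, 4 or 6. Both changes were smallest without NS replicate 4, with -0.80 in WP. Without a batch term and with the arrays of both groups alone both calls were lost, and that in WP also in either batch alone and without dim features.

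**Figure D3:**
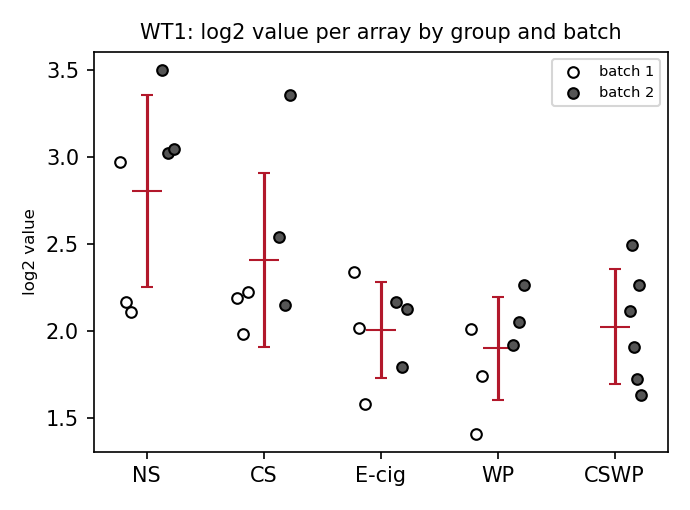
Log2 value of the WT1 cluster (vertical axis) in each array by group (horizontal axis); open points are batch 1 and filled points batch 2, and the red bars give the mean and SD of all 6 arrays. The 3 NS arrays of batch 2 lie between 3.03 and 3.50, and the 6 CSWP arrays between 1.63 and 2.50.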

**Fig 5:**
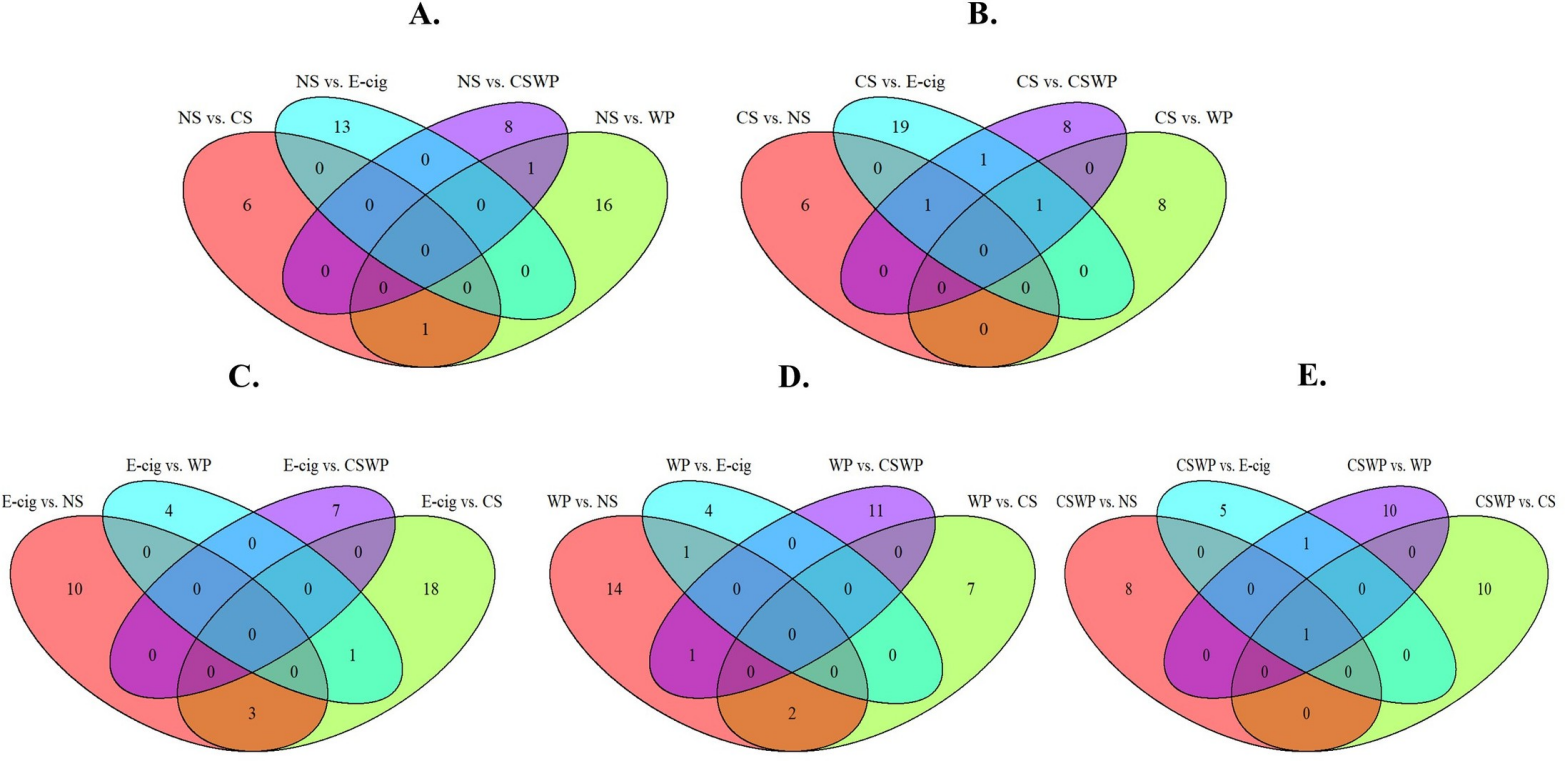
Venn diagram showing the overlap of differentially expressed lncRNAs. The overlap of differentially expressed lncRNAs between (A) non-smokers vs. cigarette smokers, E-cig users, waterpipe smokers or dual smokers. (B) cigarette smokers vs. non-smokers, E-cigarette users, waterpipe smokers or dual smokers, (C) E-cigarette users versus non-smokers, cigarette smokers, waterpipe smokers or dual smokers, (D) waterpipe smokers versus non-smokers, cigarette smokers, E-cigarette users or dual smokers, and (E) dual smokers vs. non-smokers, E-cig users, cigarette smokers or waterpipe smokers. NS, non-smoker; CS, cigarette smoker; E-cig, Electronic cigarette users; WP, waterpipe smoker; CSWP: Dual Smoker.

On plotting the results from comparing CS with rest of the study groups, we found few overlapping lncRNAs as shown in **Fig 5B**. Interestingly, the gene ID, TC0100010783.hg.1, was found to be commonly dysregulated in CS group when comparing with both E-cig and CSWP users. This gene encodes for the lnc-TDRD5, which has been shown to be responsible for chromatoid body assembly, retrotransposon silencing and spermiogenesis in mouse model [29].

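The lnc-TDRD5 cluster (TC0100010783.hg.1) was highest in cigarette smokers, with 1.22 ± 0.387 (SD, n = 6) in CS, 0.666 ± 0.191 (SD, n = 6) in E-cig and 0.742 ± 0.132 (SD, n = 6) in CSWP. All of these means lay under the 95th percentile of the intron controls, so its log2 fold changes are inexact. For CS vs. E-cig the log2 fold change was 0.55 (standard error 0.14), and for CSWP vs. CS it was -0.57 (standard error 0.14). Neither was called (adjusted p = 0.796 for CS vs. E-cig from limma). The difference between CS and E-cig was 0.52 in batch 1 and 0.58 in batch 2 (two-sided exact permutation test within batches, p = 0.01). Between CSWP and CS it was -0.62 in batch 2 (exact permutation test, p = 0.0238). Without CS replicate 5, both were called, with 0.66 against E-cig and -0.70 for CSWP vs. CS, and no other single array changed a call. No cluster was called in the same direction in 2 of the 4 comparisons with CS at a raw p under 0.0001, where simulated groups without differences shared 2.40 on average.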

Similarly, when we compared the differentially regulated genes amongst E-cig users to other groups (NS, CS, WP and CSWP) we found three lncRNAs that were commonly dysregulated. These genes IDs were TC0500007633.hg.1, TC0700009611.hg.1, TC0800007593.hg.1 which encoded for RNA binding protein (lozorby), tRNA-Cys (GCA)1-1, and endonuclease reverse transcriptase (zoyberby) respectively (**Fig 5C**).

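The transfer RNA for cysteine (TC0700009611.hg.1) was higher in E-cig users than in both NS and CS, and was called in both comparisons. Its E-cig level was 2.89 ± 0.45 (SD, n = 3) in batch 1 and 2.32 ± 0.63 (SD, n = 3) in batch 2. Against WP its log2 fold change was -0.72 for WP vs. E-cig (standard error 0.20), and for CSWP vs. E-cig it was -0.95 (standard error 0.21), neither called. lozorby and zoyberby were lower in CS than in E-cig, with log2 fold changes of -1.24 (standard error 0.32, adjusted p = 0.923 from limma) and -1.29 (standard error 0.38, adjusted p = 0.975). Neither was called, though lozorby was without E-cig replicate 4 (-1.46) or 5 (-1.45). Within batches, lozorby differed by -2.57 in batch 1 and 0.10 in batch 2, and zoyberby by -2.25 and -0.32. At a raw p under 0.0001, 5 clusters were called in the same direction in 2 comparisons with E-cig: tRNA-Cys (GCA), lnc-MARK1-1, lnc-PCYOX1L-3 and 2 that Table 1 does not list. Simulated groups without differences shared 2.50 on average and 7 at most.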

Comparisons made between WP users with other groups has revealed some common targets across various comparisons. For example, two of the genes like HTA2-pos-2909167_st and TC1500009732.hg.1 (identified as fawkloy) were common and up regulated in WP on comparison with NS and CS (**Fig 5D**).

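The fawkloy cluster (TC1500009732.hg.1) was higher in waterpipe users than in both non-smokers and cigarette smokers. It was 1.83 ± 0.457 (SD, n = 6) in WP, 0.885 ± 0.244 (SD, n = 6) in NS and 0.876 ± 0.234 (SD, n = 6) in CS. All of these means lay under the 95th percentile of the intron controls, so the log2 fold changes of fawkloy are inexact. Its log2 fold change was 0.95 for WP vs. NS (standard error 0.17, adjusted p = 0.470 from limma) and -0.96 for CS vs. WP (standard error 0.17, adjusted p = 0.809). Both calls held in all 12 fits that left out 1 array and were lost with the arrays of both groups alone and in either batch alone. Every WP array was above every NS and every CS array (two-sided exact permutation tests within batches, p = 0.005 for each). HTA2-pos-2909167_st is one of the 2197 exon control features of the array. It was 3.87 ± 1.46 (SD, n = 6) in WP, 1.65 ± 0.84 (SD, n = 6) in NS and 1.46 ± 0.67 (SD, n = 6) in CS, with a log2 fold change of 2.23 for WP vs. NS (standard error 0.56) and -2.41 for CS vs. WP (standard error 0.56). Neither was called, though the first was without NS replicate 5 (2.57) or WP replicate 4 (2.65), and the second without WP replicate 4 (-2.83). In WP vs. NS it differed by 3.30 in batch 1 and 1.15 in batch 2, and it was 1.86 without WP replicate 1, the array whose exon controls stood apart.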

While comparing the lncRNA expression profiles for dual smokers (CSWP) versus all the other exposure groups, we found a common gene (TC1700010414.hg.1) that was upregulated amongst dual smokers. This gene codes for a putative protein, starsmo, and has exhibited approximately 2-fold increase in CSWP group when compared to NS, CS, WP or E-cig users (**Fig 5E**).

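The starsmo cluster (TC1700010414.hg.1) was a bright one, and highest in dual smokers. It was 9.63 ± 1.04 (SD, n = 6) in CSWP, 7.96 ± 0.55 (SD, n = 6) in NS, 7.98 ± 0.59 (SD, n = 6) in CS, 8.31 ± 0.99 (SD, n = 6) in E-cig and 8.04 ± 0.46 (SD, n = 6) in WP. After adjusting for batch it was 4.28-fold higher on the linear scale than in NS, 4.22-fold than in CS, 4.05-fold than in WP and 3.35-fold than in E-cig. Within batch 2, where CSWP can be compared directly, the difference on the log2 scale was 1.98 against NS, 2.06 against CS, 1.81 against WP and 2.09 against E-cig (two-sided exact permutation tests of 6 arrays against 3, p = 0.0357 for each). The 4 comparisons share the 6 CSWP arrays and are not independent. Fitted on the batch 2 arrays alone, none of the 4 differences was called at the raw threshold.

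**Figure D4:**
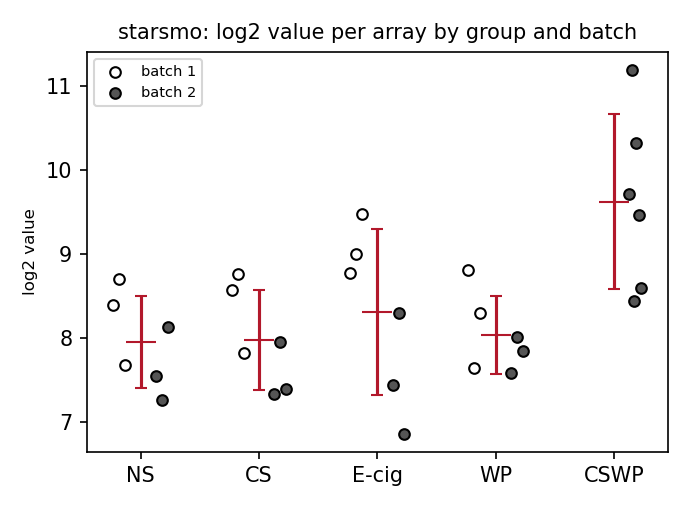
Log2 value of the starsmo cluster (vertical axis) in each array by group (horizontal axis); open points are batch 1 and filled points batch 2, and the red bars give the mean and SD of all 6 arrays. The 6 CSWP arrays lie between 8.45 and 11.2, and the E-cig arrays of batch 1 between 8.78 and 9.48.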

### Functional analysis of differentially expressed lncRNAs in plasma exosomes from non-smokers, smokers, E-cig users, waterpipe users and dual smokers

Lastly, we performed FunRich gene enrichment analysis to perform functional annotation of the differentially expressed lncRNAs in various experimental groups. We found significant changes in the expression of lncRNAs involved in biological processes like, steroid metabolism, hemopoeisis and regulation of cell proliferation. The biological processes involving steroid metabolism are dysregulated amongst E-cig users as compared to non-smokers. When we enriched the differentially expressed genes based on their molecular functions, we again found a significant enrichment of genes involved in steroid binding which is enriched among the samples from E-cig users as compared to NS (**Fig 6A & 6B**).

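OSBPL3, a protein of the oxysterol-binding family, is the Table 1 gene of E-cig vs. NS with a known link to sterol binding. It was 1.26 ± 0.407 (SD, n = 6) in E-cig and 0.691 ± 0.18 (SD, n = 6) in NS, both under the 95th percentile of the intron controls. With a log2 fold change of 0.57 (standard error 0.15, adjusted p = 0.682 from limma), it was not called, though it was without E-cig replicate 6 (0.69). The E-cig mean was 1.54 ± 0.139 (SD, n = 3) in batch 1 and 0.977 ± 0.396 (SD, n = 3) in batch 2. The enrichment itself was not repeated, since the files do not pair the clusters with genes, and the paper's text does not name the genes behind the term.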

**Fig 6:**
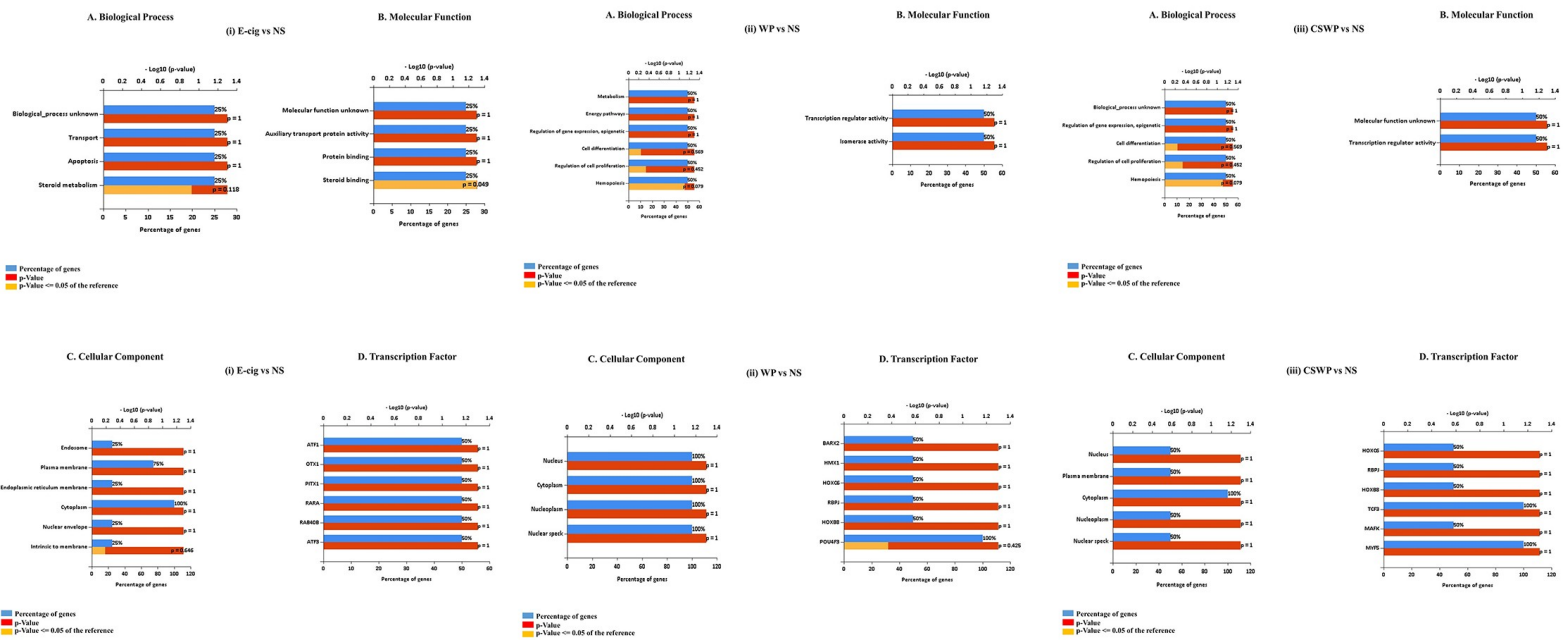
FunRich gene enrichment analysis of the differentially expressed lncRNAs. The top six enriched: (A) Biological process, (B) Molecular function, (C) Cellular component, and (D) Transcription factors for the significant lncRNAs and possible gene targets on pairwise comparisons between (i) E-cigarette users vs. Non-smokers, (ii) Waterpipe smokers vs. Non-smokers, and (iii) Dual smoker vs Non-smokers. NS, non-smoker; CS, cigarette smoker; E-cig, Electronic cigarette users; WP, waterpipe smoker; CSWP: Dual Smoker.

Biological processes involved in cell differentiation and proliferation are significantly dysregulated amongst both waterpipe users and dual smokers as compared to non-smokers (**Fig 6A**). Most of the significant differentially expressed lncRNAs amongst E-cig users were intrinsic to membrane thus raising the possibility that E-cig use affects the cell membrane and related processes to the most (**Fig 6C**).

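Several Table 1 genes of E-cig vs. NS code for membrane proteins. Among them are SLC2A12, a glucose transporter of the cell membrane, and OSTM1, a subunit of a lysosomal membrane chloride transporter. BNIP3L, the receptor on mitochondria described above, is another, and was called with a log2 fold change of 3.48. SLC2A12 was 1.26 ± 0.251 (SD, n = 6) in E-cig and 1.85 ± 0.374 (SD, n = 6) in NS, a log2 fold change of -0.58 (standard error 0.15). OSTM1 was 1.03 ± 0.387 (SD, n = 6) in E-cig and 0.422 ± 0.134 (SD, n = 6) in NS, with a log2 fold change of 0.61 (standard error 0.15). In E-cig users OSTM1 was 1.36 ± 0.0392 (SD, n = 3) in batch 1 and 0.697 ± 0.197 (SD, n = 3) in batch 2. Neither SLC2A12 nor OSTM1 was called at the raw threshold (adjusted p = 0.682 for both, from limma), though SLC2A12 was without NS replicate 5 (-0.71) and OSTM1 without E-cig replicate 4 (0.69).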

We did not find any significant change in the lncRNA expression when enriching the genes based on their involvement in various biological pathways or their site of expression (**S1 Fig**).

## Discussion

Exposure to cigarette smoke is associated with various chronic diseases such as atherosclerosis, COPD, and lung cancer [30–34]. Similarly, exposure to waterpipe smoke has also been strongly linked with complications like heart disease, chronic bronchitis, and cancers [35, 36]. Recently, there has been a rapid rise in the number of E-cig users especially among the youth. Despite being marketed or sold as a safer alternative to traditional tobacco smoking, recent reports have associated the severe acute pulmonary illnesses with symptoms of eosinophilic, hypersensitivity pneumonitis and acute lung injury with vaping [37–41]. Further, there are reports of oxidative stress, endothelial cell dysfunction [42, 43], and altered innate immune response in lungs of E-cig users [44]. In fact, we have recently reported the altered expression of systemic biomarkers of inflammation and endothelial dysfunction in E-cig users [26].

Based on our recent studies on profiling of miRNA in smokers, E-cig users, Waterpipe smokers and dual users [23], we compared the exosomal lncRNA profiles in the blood plasma from NS, CS, WP, CSWP and E-cig users. Genome-wide association studies have identified distinct loci associated with pulmonary pathologies like COPD, asthma, and IPF [1, 11–14] These noncoding RNA (ncRNA) loci, encoding miRNAs, and lncRNAs, have been shown to play important roles in various cellular functions and diseases [1, 45–50]. Previous work by our lab has shown altered expression of exosomal miRNAs amongst our smoking and vaping groups [23]. Identifying the distinct lncRNA profiles amongst these groups was the main objective of this study that is critical in understanding the cellular mechanism altered following the use of various smoking/vaping products. The outcome of this study will further help in recognizing the pathologic biomarkers indicative of potential susceptibilities by vaping/smoking amongst these individuals.

We chose to use plasma-derived exosomes for this study as they are the most widely studied and extensively characterized exosomes [6, 51]. Blood plasma is easy to collect as compared to other biofluids like BALF and the method of isolation of exosomes (with high purity and yield) from blood plasma is well characterized [6, 52]. Furthermore, plasma and serum-derived exosomes have the potential to develop as biomarkers for various disease condition [51, 53, 54]. We found alterations in a distinct set of lncRNA on exposure to E-cig vapor, cigarette smoke, waterpipe smoke and dual smoke, with slight overlaps. We showed altered expression of 13 lncRNA gene loci among E-cig users as compared to NS. Importantly, we observed a four-fold increase in the TC0800007080.hg.1 gene locus that encodes Bcl2 interacting protein 3 like-protein (BNIP3L). BNIP3L, also known as Nix, is a mitochondrial protein that is shown to promote airway epithelial cell injury on exposure to cigarette smoke [55]. In fact, increased expression of BNIP3L points towards aggravated mitophagy, which is a hallmark of pulmonary disease conditions including COPD and IPF [56, 57]. Furthermore, in vivo studies reveal that BNIP3L is the pro-apoptotic transcriptional target of p53. p53, also known as the guardian of the genome, is a tumor suppressive gene most commonly mutated in case of human cancers [58]. Thus, our results showing an attenuation in the BNIP3L expression on E-cig use raises the possibility of emergence of COPD, IPF or even cancers in these individuals. Gene enrichment analyses revealed a significant change (p = 0.049) in the expression of lncRNAs involved in steroid binding in the plasma-derived exosomes from E-cig users as compared to their non-smoking controls. This supports the findings from previous studies that show disruption in lipid metabolism on E-cig use [59–61].

On comparing the lncRNA profiles between WP users and NS, we found 18 altered gene loci. Amongst the known targets were PPIL6 and WT1. PPIL6 encodes peptidylprolyl isomerase like-6 protein that has been shown to be associated with respiratory immune responses in animals like lambs and swine [62, 63]. In fact, FK506-binding protein (FKBP)-a member of this class of proteins- has altered expression in asthma. Furthermore, it is also involved in the dysregulation of pro/anti-inflammatory genes and signaling proteins in COPD. However, its exact role remains largely unknown [64].

Similarly, the expression of Wilms tumor 1 (WT1), a marker of mesothelial cells, is known to be associated with fibrotic lungs in various cell types [65]. Evidence suggests that even partial loss of WT1 results in abrogation of pleural mesothelial cell phenotype and results in myofibroblast accumulation with upregulation in the expression of profibrotic markers- α-smooth muscle actin (α-SMA) and fibronectin [66, 67]. Our result showing decreased expression of WT1 in both waterpipe and dual smoker groups points towards the possible emergence of pulmonary fibrosis amongst these users. Overall, our study shows altered expression of lncRNAs in various exposure groups and identifies targets that point towards a possible risk of lung injury and/or related pathology amongst these individuals. Future studies designed to unravel the role of each of the identified lncRNAs will be crucial in identification and development of biomarkers for obstructive and/or restrictive lung pathologies.

Nevertheless, it is pertinent to mention, that our study had some limitations. First, though the GeneChip WT Pico assay is designed to be highly accurate, it may suffer from the technical issues inherent to microarrays including cross-and/or non-specific hybridization and limited detection range of individual probes [68]. As a result, some of the targets may not have been identified in this study. Second, a majority of the significantly altered lncRNAs identified in our study were not annotated with their associated functions unknown. Many others were defined as encoding putative proteins/peptides and their role in cellular signaling and gene regulation remain largely elusive. Yet, the growing interest in the area has unraveled important biomarkers and regulatory ncRNAs which are associated with tobacco smoke-related pathologies [69]. Third, analysis of exosomal lncRNAs has a major limitation of not being able to ascertain the cellular origins of the lncRNAs, which can be helpful in pathophysiology of a particular disease condition. Analysis of cellular lncRNAs from various blood or lung cells may help in providing a more specific biomarker signature for smoke-exposure associated diseases in the future.

Nonetheless, the present study is the first ever attempt to compare the exosomal lncRNA profiles of individuals using tobacco cigarettes, E-cig, waterpipe or both (cigarette and waterpipe). We identified some important targets that might play an important role in regulating the inflammatory or autophagic responses on long-term use of these products. Future work in this area is required to understand the functions of these lncRNAs and deducing their roles in relation to chronic lung pathologies caused by vaping and/or smoking.

## Supporting information

S1 Fig FunRich gene enrichment analysis of the differentially expressed lncRNAs. The top 6 enriched: (A) Biological pathway and (B) Site of expression for the significant lncRNAs and possible gene targets on pairwise comparisons between (i) E-cigarette users vs. Non-smokers, (ii) Waterpipe smokers vs. Non-smokers, and (iii) Dual smoker vs Non-smokers. NS, non-smoker; CS, cigarette smoker; E-cig, Electronic cigarette users; WP, waterpipe smoker; CSWP: Dual Smoker.
(PDF)

## List of abbreviations

E-cigs: E-cigarettes
COPD: Chronic obstructive pulmonary disease
IPF: Idiopathic Pulmonary Fibrosis
ILD: Interstitial Lung Disease
NS: Normal/non-smokers
CS: Cigarette smokers
WP: Waterpipe
CSWP: Dual (Cigarette and waterpipe) smokers
lncRNAs: Long non-coding RNAs
miRNA: micro RNA

# Supplementary material for: Differential plasma exosomal long non-coding RNAs expression profiles and their emerging role in E-cigarette users, cigarette, waterpipe, and dual smokers
**Source:** PLoS One. 2020 Dec 8;15(12):e0243065. doi: 10.1371/journal.pone.0243065

Supplementary Figures

Differential plasma exosomal long non-coding RNAs expression profiles and their emerging role in E-cig users, cigarette, waterpipe, and dual smokers

Gagandeep Kaur, Kameshwar Singh, Krishna P. Maremanda,
Dongmei Li, Hitendra S. Chand and Irfan Rahman

Figure S1 A-B (i)

A. Biological Pathways

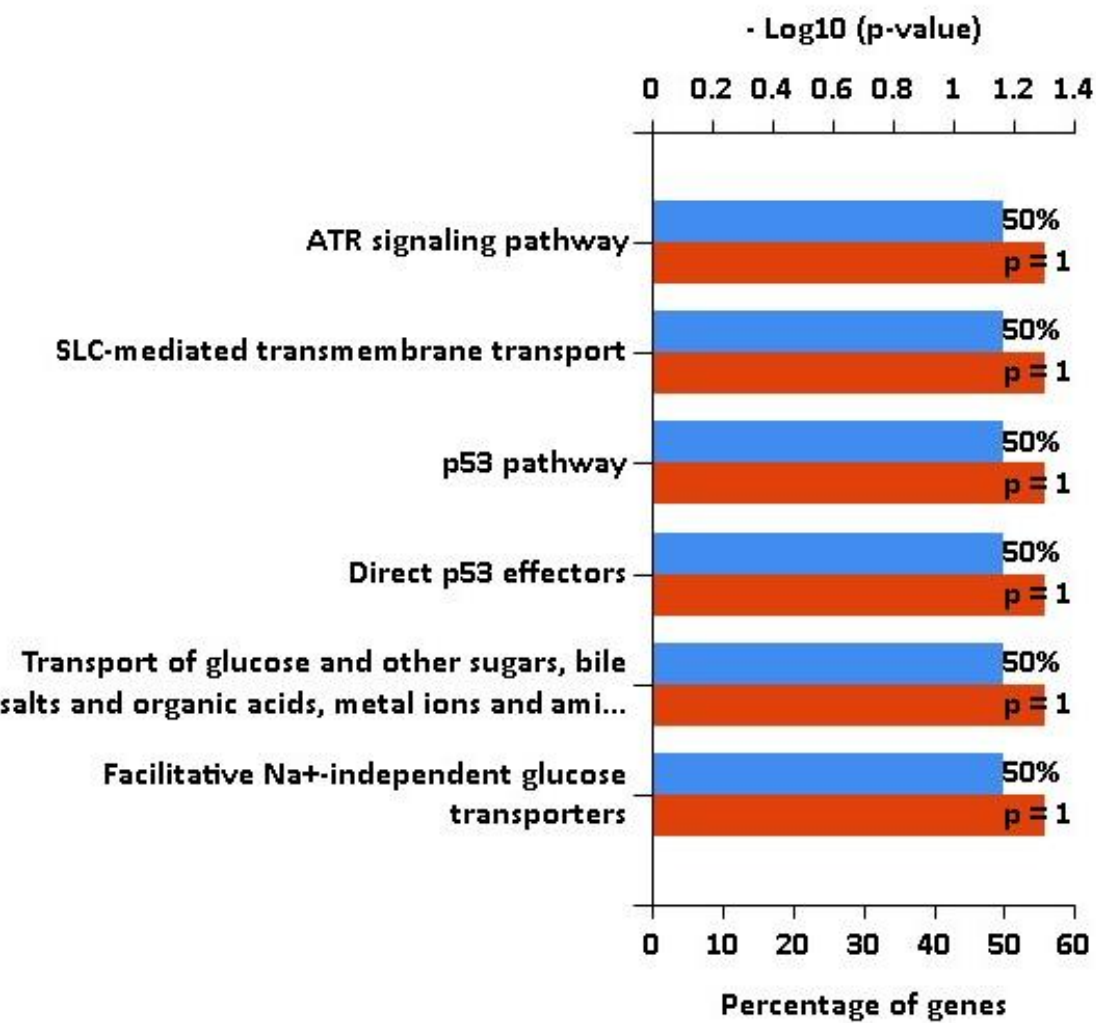

B. Site of Expression

(i) E-cig vs NS

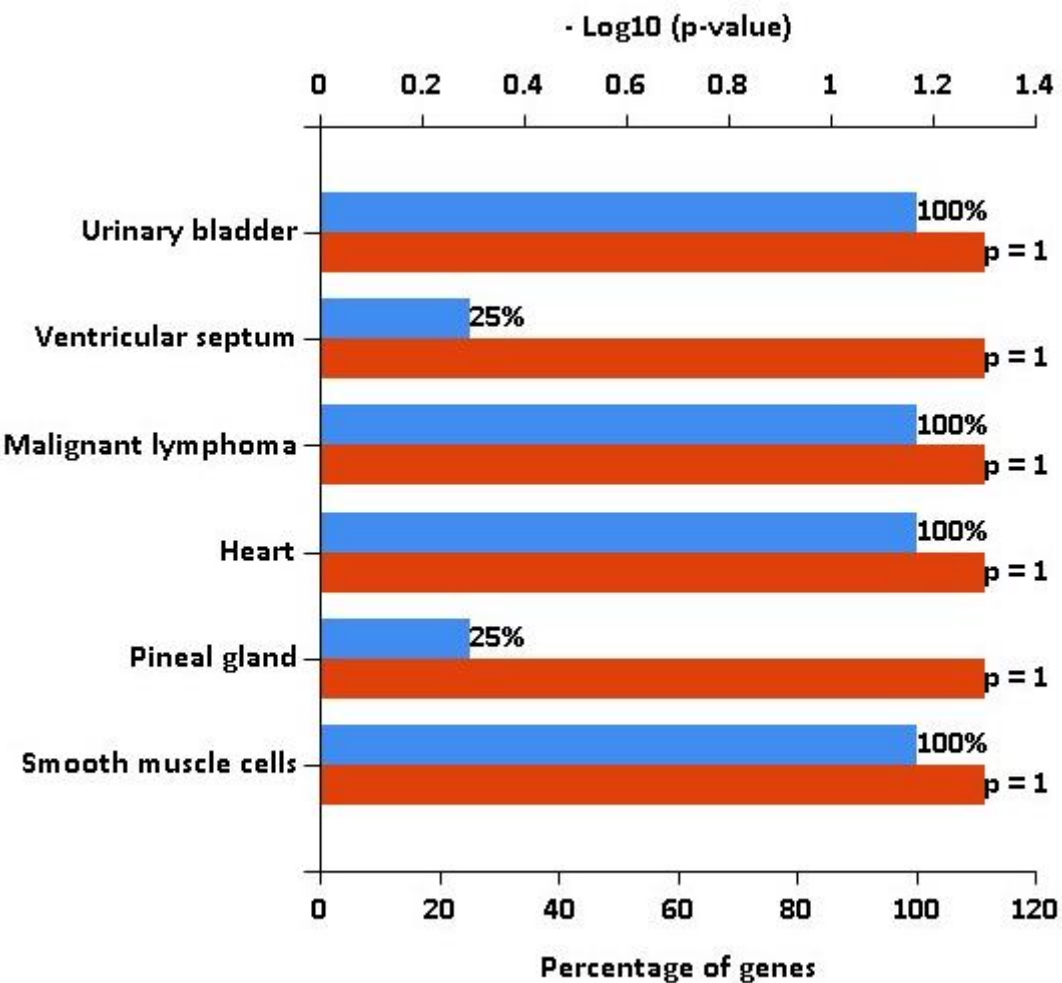

Percentage of genes
p-Value
p-Value <= 0.05 of the reference

Figure S1 A-B (ii)

A. Biological Pathways

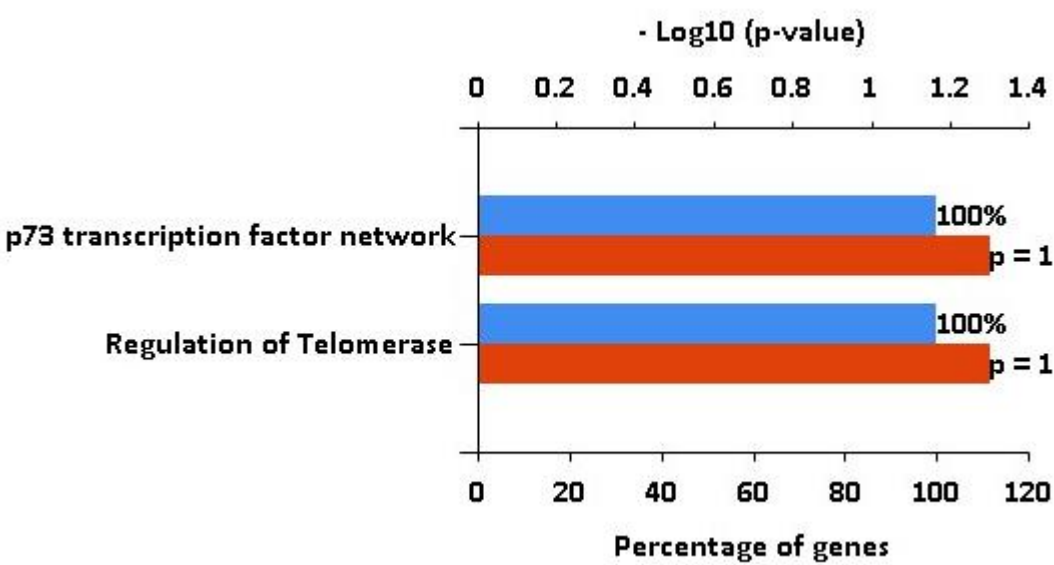

(ii) WP vs NS

B. Site of Expression

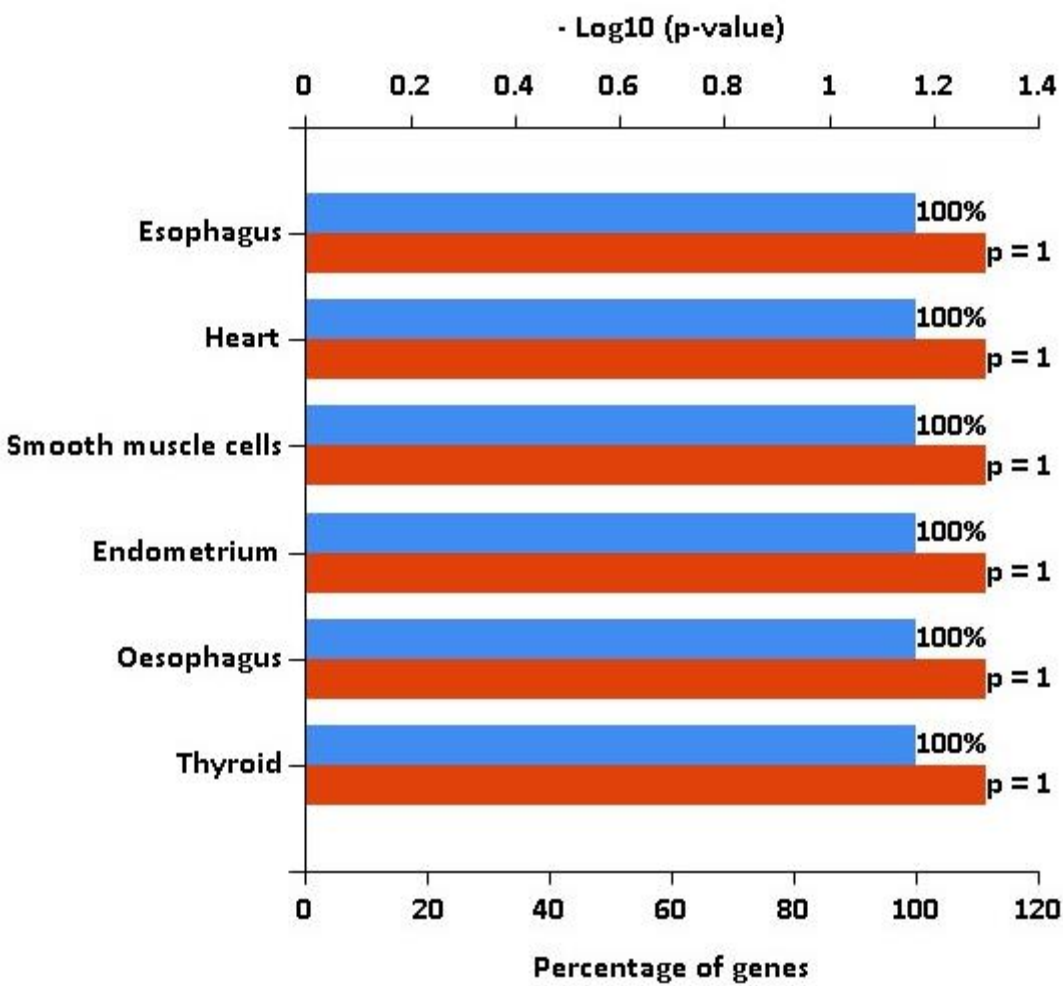

Percentage of genes
p-Value
p-Value <= 0.05 of the reference

Figure S1 A-B (iii)

A. Biological Pathways

(iii) CSWP vs NS

B. Site of Expression

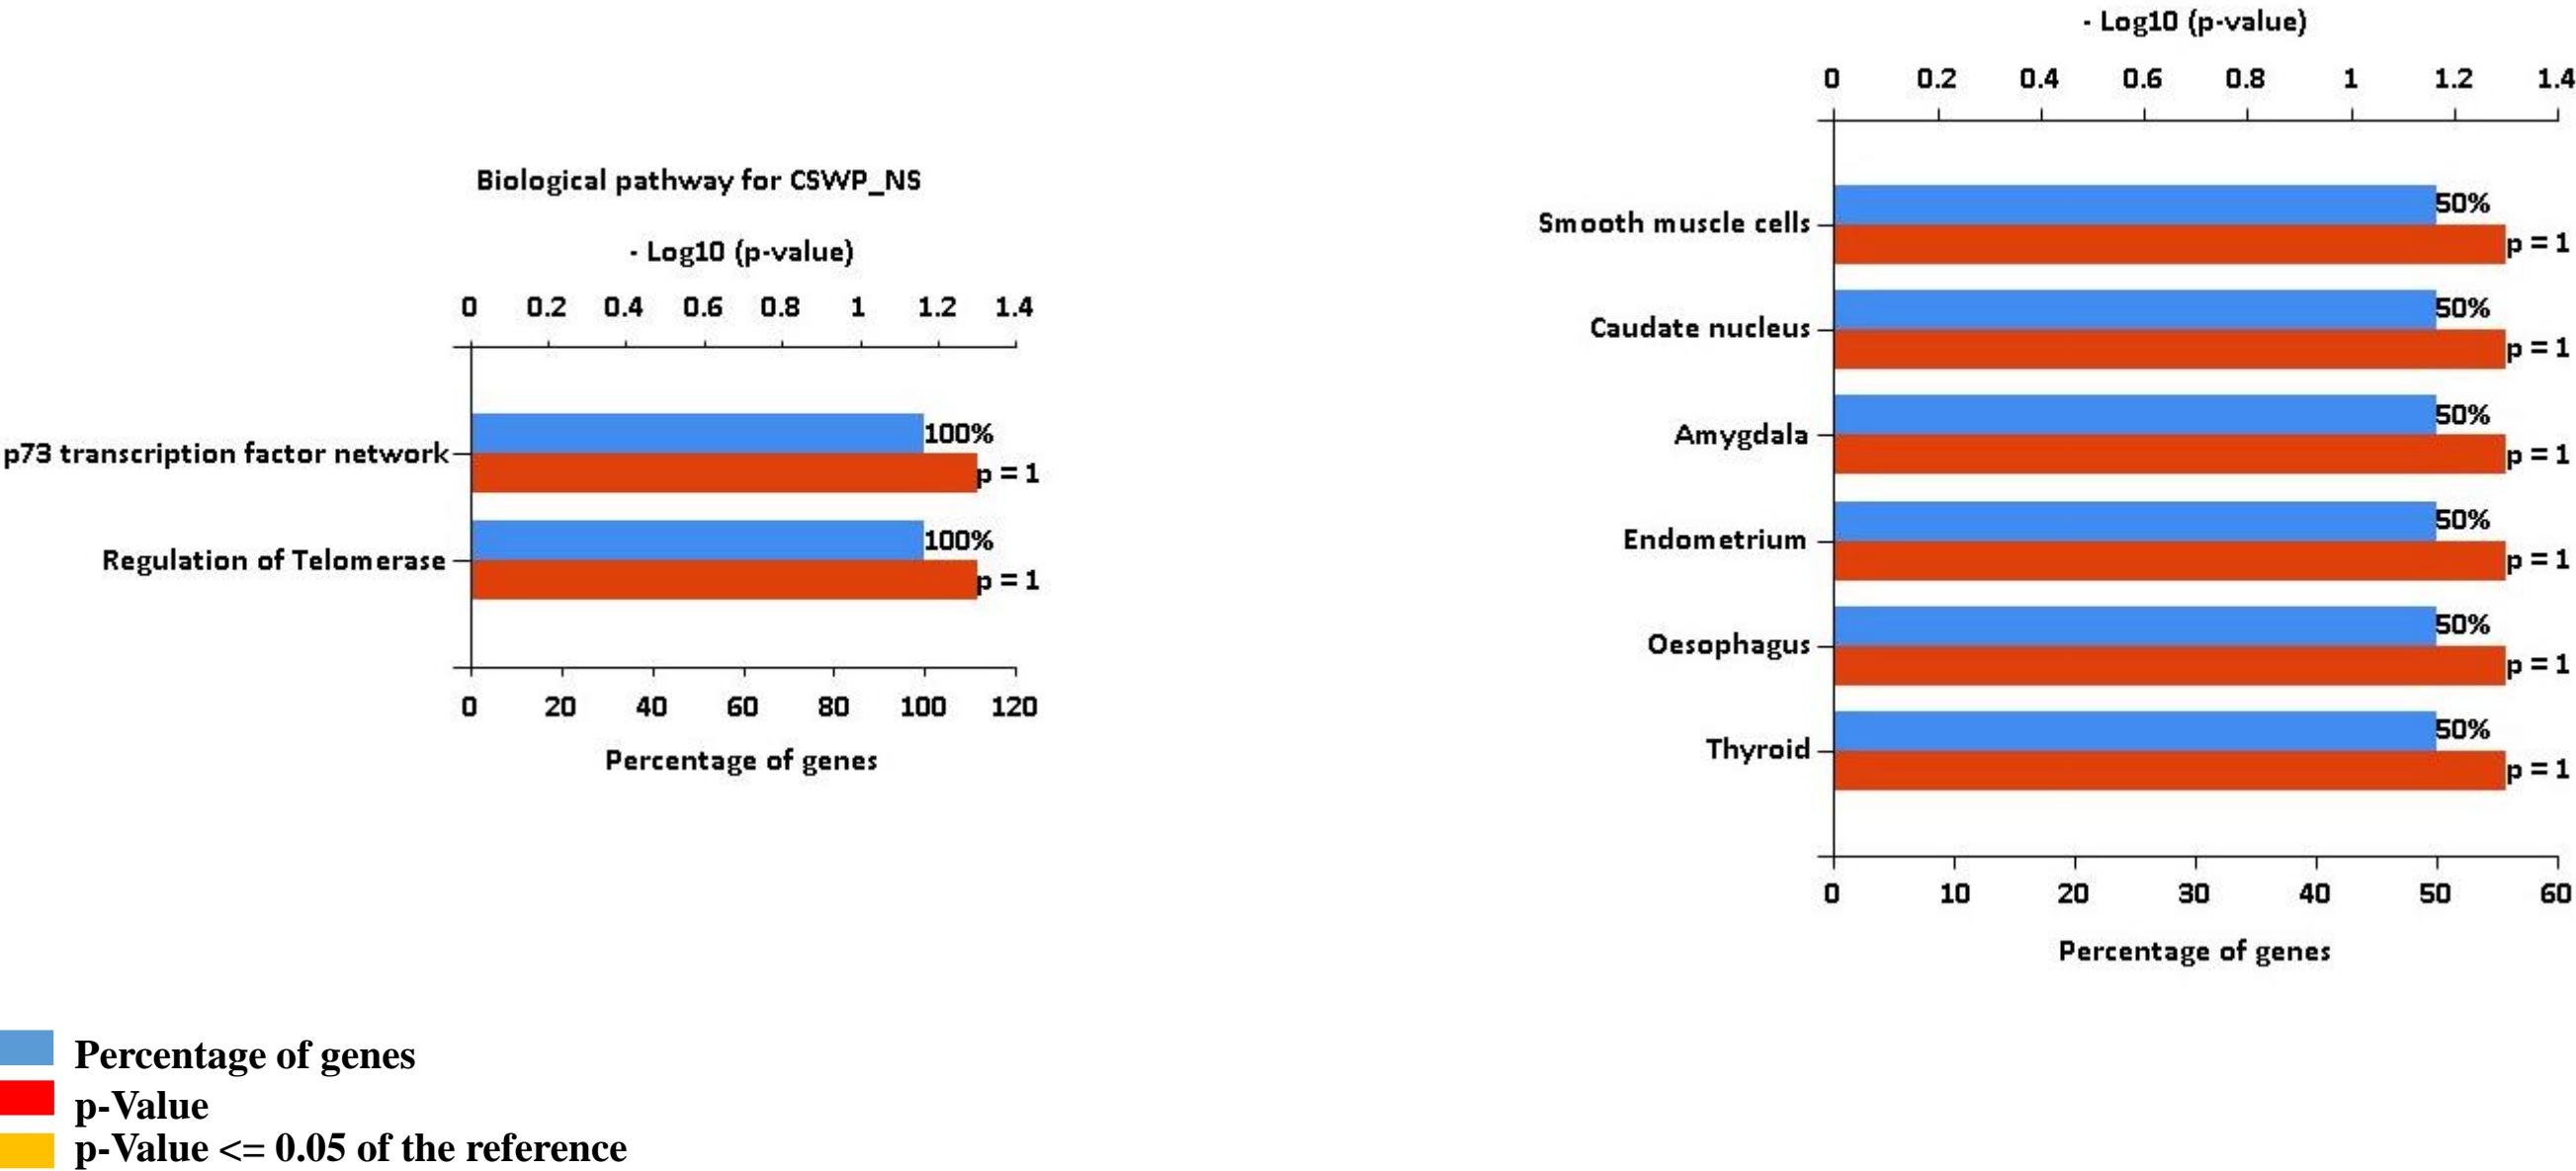

**Supplement:** S1 Fig — The top 6 enriched: (A) Biological pathway and (B) Site of expression for the significant lncRNAs and possible gene targets on pairwise comparisons between (i) E-cigarette users vs. Non-smokers, (ii) Waterpipe smokers vs. Non-smokers, and (iii) Dual smoker vs Non-smokers. NS, non-smoker; CS, cigarette smoker; E-cig, Electronic cigarette users; WP, waterpipe smoker; CSWP: Dual Smoker.

How the deposited data were processed for this re-analysis (not part of the article)

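Total RNA of plasma exosomes from participants of 5 groups (NS, CS, E-cig, WP and CSWP, 6 each) was amplified with the GeneChip WT Pico kit and hybridized to 30 Clariom D human arrays, 1 per participant. Of these, 12 arrays were run in batch 1 and 18 in batch 2, and CSWP was run in batch 2 alone. The paper names the Transcriptome Analysis Console (TAC 4.0.1) for the scans, and the rma function of R/Bioconductor for the normalization of both batches together. According to the authors, the log2 values as deposited were made with rma (background correction, quantile normalization of probes and a summary per transcript cluster). They cover 135750 transcript clusters, 2197 exon controls, 612 intron controls and further hybridization, poly-A, ERCC and background controls. They were checked to be on the log2 scale and not centred. The files do not pair clusters with genes, so gene names were taken from Table 1 by cluster ID, no positions are given, and clusters outside Table 1 are given as counts.

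Group differences were computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) with 1 model for all 30 arrays, which holds a mean for each group and a batch term. The initial RNA quantity, for which the paper also adjusts, is not used here. All features were kept, and those with a raw p under 0.0001 were called, in each direction, for the 10 comparisons of the paper. Benjamini-Hochberg adjusted p-values over all features of a comparison are given beside them, without correction for the number of comparisons. The batch effect was measured in the 24 arrays of the groups that hold both batches. The MDS used plotMDS with the 500 features that differ most for each pair of arrays. For the clusters that the paper's text names, a two-sided exact permutation test of the difference of group means was run over all arrangements of the 12 arrays and within batches. These clusters had been chosen from the same arrays, so a small p in this test is no independent support. Whether a difference changed between batches was tested with a group by batch term for the 72 Table 1 entries of comparisons without CSWP, adjusted over these. Tables were read with data.table 1.17.8, and statmod 1.5.0 was installed beside limma. The replicate block added replicate number as a fixed term to the limma model, although equal numbers label different participants. In the groups that hold both batches, this number also fixes the batch. Figures and the comparison with the paper's values were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

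The fit was tested on simulated data: of 100 features given a log2 change of 1, 79% were recovered at the raw threshold in a comparison with both batches and 68% in a comparison with CSWP. With a change of 2, these were 100% and 96%. The changed features were drawn from all features, control features included, with independent normal noise of each feature's own spread. The shares are thus not those of clusters with a large error. The number of arrays limits the precision, and the standard error of a log2 fold change of the named clusters of Table 1 lay between 0.11 and 0.69.

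The genes named in the text were set by a rule made before the data were examined: each Table 1 cluster for its comparison, and the clusters named in the paper's text. The values of Table 1 had been read at that point. The text describes only some of these clusters for each comparison, a choice that the rule did not set. Up to 10 further clusters per comparison were planned by size of change, but without gene names these are given as counts. Entries of Table 1 from the Y chromosome are in the fits and counts and are not reported here. Also set before the data were examined were the alternatives: no batch term, replicate number as a block, a fit to the arrays of the 2 groups alone, batch 1 or batch 2 alone, the dimmer features left out, control features left out, array weights, a trend with robust variances, quantile normalization again, each array left out in turn, a second threshold on the log2 fold change, and the adjusted p. After the data had been seen, 2 were added: the exon control level of the array as a covariate, and, for comparisons without the WP group, a fit without WP replicate 1. The 25 gene lists planned (blood cell types and pathways) were not tested, because the clusters could not be matched to genes, and the enrichment analysis of Fig 6 was not repeated. The array annotation that the paper used for such a match was not at hand here.

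Each count of called features was compared with the counts from other splits of the same 12 arrays into groups of 6 (100 splits, the real one included). The clusters shared between comparisons were compared with 100 simulations of groups without differences. No array was left out.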

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

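The tests of RNA content and of batch 1 for the E-cig clusters, and of the array shift and messenger RNA for the WP array, were chosen only after the results were seen, while the comparison of fold changes between batches was set before.

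In the comparisons with E-cig users, 3 Table 1 clusters differed between groups in batch 1 and hardly in batch 2: the difference between the batches in the log2 fold change was 2.22 for lozorby in E-cig vs. NS (adjusted p = 0.000176 from limma, 72 tests), 2.33 for zoyberby (adjusted p = 0.0164) and -2.67 for lozorby in CS vs. E-cig (adjusted p = 1.64e-05), and T343804 did so in WP vs. E-cig (adjusted p = 0.0286). For the 8 Table 1 clusters that were higher in E-cig users, the median log2 fold change was 1.44 in batch 1 and 0.50 in batch 2, a ratio of 0.345, with all 8 above 0 in batch 2 and 4 of 8 at a p under 0.05. The batch 1 median of Table 1 entries was the larger in all 6 comparisons tested (0.93 against 0.59 over 72 entries). Those without E-cig had 0 entries with a batch difference at an adjusted p under 0.05, but whether the comparisons differ in this was not tested. Over all features, a batch difference at a raw p under 0.0001 from limma was found for 46 in CS vs. WP and 31 in WP vs. NS. There were 25 in E-cig vs. NS, 20 in CS vs. E-cig, 20 in WP vs. E-cig and 13 in CS vs. NS, where 13.9 are expected by chance. The highest counts were thus in comparisons without E-cig. A higher RNA content of the E-cig arrays was not excluded. In fits without WP replicate 1, the median of the 8 clusters kept 0.788 of its size with the exon control level as a covariate. This lay between the bounds set, and 1 feature followed the covariate. Batch 1 thus carries much of the difference in these 8 clusters, which were chosen from these same arrays. Array weights from limma, lower for noisier arrays, ran from 0.535 to 1.08 in batch 1 and from 0.798 to 1.35 in batch 2. The difference could come from that choice with unequal noise, from the batch 1 preparation or from its participants and their devices. These were not tested.

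An array of the WP group, replicate 1, stood far from the others. Its exon control median was 4.17, against 1.30 to 1.68 in the other WP arrays, and its position on the second MDS dimension was -4.27, against -0.20 to 0.89. A shift of all features alike was argued against, as normalization would remove it and the exon minus intron control level lay 2.83 above the median of the other arrays (log2 scale, 0.232 at the furthest other array), while effects that differ between kinds of feature were not tested by this. More spliced messenger RNA in this preparation may be a source, since 50.0% of exon controls were higher than in each of the other 29 arrays, against 1.47% of intron controls and 3.33% by chance, but the share lay just under the bound of over 50% set for this test, so it cannot be told apart from other causes. No biological explanation was tested.

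Within the 70 tests for a single outlying array, 2 were positive, both for this array, where chance gives about 1 in 20. The poly-A control lys, which the paper does not discuss, was higher in batch 2 by 7.65 on the log2 scale (adjusted p = 2.84e-12 from limma).

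Over 134849 clusters, with control features and chromosome Y left out, the log2 fold changes of batch 1 and batch 2 showed no relation beyond that of other splits. Pearson's r across clusters was 0.0179 for CS vs. NS (0.0582 the highest of the other splits within batches), 0.00426 for E-cig vs. NS (0.0607), -0.00257 for WP vs. NS (0.0804), -0.0180 for CS vs. E-cig (0.0394), -0.000532 for WP vs. E-cig (0.0650) and -0.0218 for CS vs. WP (0.0752). A broad difference between groups that both batches share was thus not seen, though a few changed clusters would not show in this measure and clusters are not independent of each other. The 72 Table 1 entries fared otherwise: 71 had the same sign in both batches and 50 a p under 0.05 in both, but they had been chosen on all arrays together.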

How the results depend on the processing

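The fits with the exon control level as a covariate and without WP replicate 1 were chosen only after the data were seen.

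The direction of the named values was the same under each setting in which they could be fitted (111 or fewer), save lozorby in CS vs. E-cig, which reversed to 0.10 in batch 2 alone; the cause was not tested. Of the 59 named values called, 58 stayed called without control features, 56 after quantile normalization again, 55 with trend and robust variances, 52 with the covariate, 50 with array weights, 37 without a batch term, 30 with replicate number as a block, 10 with the arrays of both groups alone and 7 in batch 2 alone; in batch 1 alone it was 1 of 33, without dim features 33 of 37, and without WP replicate 1 29 of 31. The tally without WP replicate 1 covers only comparisons without the WP group. For those with WP, this fit is among those that left out 1 array. The smaller fits hold fewer arrays. The covariate fit holds WP replicate 1, whose exon control level would set the slope, so it says little on the exon level of the other arrays. In fits without that array, 16 features were called for E-cig vs. NS without the covariate and 10 with it, and 2 of these in both. Leaving out 1 array, 478 of 708 stayed called. The numbers of features called moved by over 1.5 times as follows, and the cause was not tested except where fewer features or arrays were used. Without a batch term there were 5 for CS vs. NS, 8 for E-cig vs. NS, 23 for CSWP vs. E-cig, 5 for CS vs. WP, 14 for CSWP vs. CS and 35 for CSWP vs. WP. With replicate number as a block there were 16 for CSWP vs. E-cig, 13 for CSWP vs. CS and 10 for CSWP vs. WP. With the arrays of both groups alone there were 5 for CS vs. NS, 5 for WP vs. NS, 7 for CS vs. E-cig, 2 for WP vs. E-cig, 2 for CS vs. WP and 13 for CSWP vs. WP. In batch 2 alone there were 5 for CS vs. NS, 14 for WP vs. E-cig, 17 for CSWP vs. E-cig, 20 for CS vs. WP and 16 for CSWP vs. CS. In batch 1 alone there were 3 for CS vs. NS, 11 for WP vs. NS and 19 for CS vs. WP. Without the dim features, with fewer tested, there were 1 for CS vs. NS, 9 for E-cig vs. NS, 8 for WP vs. NS, 8 for CSWP vs. NS, 7 for CS vs. E-cig, 3 for WP vs. E-cig and 5 for CS vs. WP. Array weights gave 21 for CSWP vs. NS, 14 for WP vs. E-cig, 24 for CSWP vs. E-cig and 31 for CSWP vs. WP, and quantile normalization again gave 15 for CS vs. WP. The covariate gave 14 for WP vs. E-cig and 15 for CS vs. WP, and the fit without WP replicate 1 gave 14 for CS vs. NS and 15 for CSWP vs. E-cig. With an absolute log2 fold change over 1 as well, there were 1, 4, 1, 2, 3, 0, 2, 2, 2 and 3 in the order of Table 1, and at an adjusted p under 0.05 there was 1 for CS vs. E-cig and 0 for the other comparisons. Clusters shared in the same direction at a raw p under 0.001 were 61 with NS, 29 with CS, 48 with E-cig, 63 with WP and 43 with CSWP as reference, against 56, 54, 60, 56 and 70 at most in simulated groups. With 1 array left out, the counts ranged from 5 (without NS replicate 3) to 17 (without NS replicate 6) for CS vs. NS, 6 (NS replicate 2) to 23 (NS replicate 1) for E-cig vs. NS, 13 (NS replicate 2) to 28 (NS replicate 1) for WP vs. NS, 6 (NS replicate 5) to 19 (NS replicate 4) for CSWP vs. NS, 12 (CS replicate 2) to 21 (E-cig replicate 2) for CS vs. E-cig, 6 (E-cig replicate 6) to 14 (WP replicate 1) for WP vs. E-cig, 5 (CSWP replicate 1) to 19 (E-cig replicate 2) for CSWP vs. E-cig, 6 (CS replicate 1) to 23 (WP replicate 5) for CS vs. WP, 5 (CSWP replicate 5) to 14 (CS replicate 5) for CSWP vs. CS and 9 (CSWP replicate 3) to 20 (WP replicate 2) for CSWP vs. WP. Not run were the gene lists with their alternatives, since clusters could not be matched to genes, and the replicate block for the batch effect, which could not be fitted. Signal over background limits the rest: 87.3% of clusters lay under the 95th percentile of the intron controls.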

Differences from the paper's values

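The settings named below were set before the data were examined, and those without WP replicate 1 or with the exon control covariate were added after. At the paper's threshold, the paper lists 22 clusters for CS vs. E-cig and 12 features were called here. The count was within 1.5 times the paper's in batch 1 alone, batch 2 alone, with array weights, with trend and robust variances and in 9 of 12 fits that left out 1 array, and not without a batch term, with the replicate block, with the arrays of both groups alone, without dim or control features or after quantile normalization again. For WP vs. E-cig the paper lists 5 and 9 were called here. This count came within 1.5 times without a batch term, in batch 1 alone, with trend and robust variances and in 1 of 12 fits that left out 1 array, and not with the other settings. For CSWP vs. WP the paper lists 12 and 20 were called here. It came within 1.5 times with the replicate block, the arrays of both groups alone, without dim or control features, with trend and robust variances and in 9 of 12 fits that left out 1 array, and not without a batch term, in batch 2 alone, with array weights or after quantile normalization again. With a second threshold on the log2 fold change or with the adjusted p, the counts of these 3 comparisons were smaller and differed too.

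Of 111 log2 fold changes in Table 1, 91 lay within 1 standard error of the value here, and the median difference was 0.05. The other 20 were all in E-cig vs. NS or CS vs. E-cig, and the paper's were the larger in size. The paper states no error for them, so the standard error of the fit was used. The paper's fit also adjusts for initial RNA quantity, which the fit here does not. Whether this gives the differences in counts or log2 fold changes was not tested. For E-cig vs. NS the paper's value and the value here were 1.64 and 1.29 for lozorby, 1.81 and 1.28 for zoyberby, -0.79 and -0.58 for SLC2A12, 0.76 and 0.61 for OSTM1, 0.72 and 0.57 for OSBPL3, -0.86 and -0.67 for T324413, 1.33 and 1.05 for lnc-PCDH20-13 and -0.78 and -0.57 for miR4307. For CS vs. E-cig they were 0.69 and 0.55 for lnc-TDRD5, 0.79 and 0.64 for T191106, 0.75 and 0.51 for T281110, -1.57 and -1.24 for lozorby, 0.81 and 0.65 for asparagine-linked glycosylation 1-like 5, -1.79 and -1.29 for zoyberby, 0.91 and 0.71 for skorslubu, 0.98 and 0.78 for T050226, -2.51 and -1.85 for pleyblybu, -0.88 and -0.66 for TC1500009472.hg.1, 1.33 and 1.01 for T128938 and 0.75 and 0.58 for Lnc-PIGN-6. In batch 1 alone 14 of the 20 came within the error, without a batch term 10, with the arrays of both groups alone 8, with the replicate block 3, with trend and robust variances 3, after quantile normalization again 2, and in batch 2 alone or without control features 1 each. Each setting was judged by its own standard error. Without a batch term, with both groups alone, with the replicate block, with trend and robust variances or without control features, the log2 fold changes themselves stay the same. There, only a wider error brought values within it, and these settings do not move them toward the paper's. None did with array weights, nor did any of the 12 that were kept without dim features. Without E-cig replicate 4 or 6, 14 of the 20 did, without CS replicate 5 all 12 of CS vs. E-cig, and without CS replicate 4 10 of those 12. For lozorby in E-cig vs. NS no setting did, other than 5 of 12 fits that left out 1 array.

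Of the 111 Table 1 entries reported, 52 were not called here, and 43 of these had a p under 0.001. A call was seen for 34 of them in some fit that left out 1 array, for 10 with trend and robust variances, 5 in batch 1 alone, 4 without a batch term, 4 with array weights, 4 after quantile normalization again, 2 without control features, 1 with the replicate block and 1 with the arrays of both groups alone. The covariate for exon controls called 2 and dropped 7 of the 59 entries called. In the comparisons without the WP group, the fit without WP replicate 1 called 1 and dropped 2 of 31. Both settings were chosen after seeing the values.

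The paper has more lncRNAs higher than lower in E-cig users against NS, and here 6 called features were higher and 9 lower, though its own 13 clusters kept their direction. The paper describes BNIP3L as raised by a fold near its log2 value. The log2 value of 3.48 here is a larger fold on the linear scale, which cannot be given exactly because the NS mean of 1.99 lay under the intron level of 2.36. The paper elsewhere speaks of attenuated BNIP3L, where the value here is higher in E-cig users. It gives starsmo a fold of the size of its log2 value, and here it was 3.35-fold to 4.28-fold on the linear scale. The legend of Fig 3 names an adjusted p for its threshold where the text names a raw p, and here no feature had an adjusted p under 0.0001, the lowest being 0.0278. The paper finds lnc-TDRD5 shared between CS vs. E-cig and CSWP vs. CS, lozorby and zoyberby shared between the comparisons of E-cig with NS and CS, and HTA2-pos-2909167_st shared between those of WP with NS and CS. None of these was called here at a raw p under 0.0001, while tRNA-Cys (GCA), fawkloy, T368770, WT1 and starsmo were called in the comparisons that the paper names.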

Other observations

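The splits of the arrays and the comparisons with simulated groups were set before the data were examined, while the count of identical features as 1 and the reading of named clusters in further comparisons were chosen only after the result was seen.

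Some Table 1 clusters had values away from NS in groups for which the paper does not list them. Of these, lnc-MARK1-1 rose in E-cig users (log2 fold change 0.61, standard error 0.13, adjusted p = 0.682 from limma) and sheyflarby fell in CSWP (-1.11, standard error 0.24, adjusted p = 0.789), both called at the raw threshold. The others below were not called. The WT1 cluster was low in E-cig users as well, with 2.00 ± 0.28 (SD, n = 6) and a log2 fold change of -0.80 against NS (standard error 0.20, adjusted p = 0.682 from limma), and its level in WP and CSWP differed from that in E-cig by -0.10 (standard error 0.20) and -0.20 (standard error 0.21). In CS the WT1 difference from NS was -0.40 (standard error 0.20, adjusted p = 0.959). PPIL6 was 0.39 higher in E-cig users than in NS (standard error 0.11, adjusted p = 0.689). T368770 was -0.59 in CSWP against NS (standard error 0.16, adjusted p = 0.908), and -0.29 in E-cig users (standard error 0.15, adjusted p = 0.852). Between the smoking groups, WT1, PPIL6 and T368770 had no adjusted p under 0.836 (that of PPIL6 in CSWP vs. WP, -0.45 with a standard error of 0.11). PPIL6 differed by 0.25 in WP vs. E-cig (standard error 0.11) and by -0.45 in CS vs. WP (standard error 0.11). WT1 differed by 0.51 in CS vs. WP (standard error 0.20) and by -0.60 in CSWP vs. CS (standard error 0.21). T368770 differed by 0.13 in CSWP vs. CS (standard error 0.16), but by -0.43 in CS vs. E-cig and -0.42 in WP vs. E-cig (standard error 0.15 for each).

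The mean of BNIP3L was also above that of NS in batch 1 outside E-cig, with a wide spread in CS, and this was not tested. In batch 1 it was 4.18 ± 2.33 (SD, n = 3) in CS and 4.21 ± 1.33 (SD, n = 3) in WP, against 1.85 ± 0.86 (SD, n = 3) in NS. In batch 2 it was 2.53 ± 0.23 (SD, n = 3) in CS and 2.09 ± 0.53 (SD, n = 3) in WP. Within E-cig it was 6.83 ± 0.46 (SD, n = 3) in batch 1 and 4.10 ± 2.82 (SD, n = 3) in batch 2, and the batch difference of E-cig vs. NS was 3.00 (adjusted p = 0.144 from limma over 72 tests). The zoyberby cluster was also high in WP in batch 1, with 5.38 ± 0.17 (SD, n = 3), and 3.08 ± 0.74 (SD, n = 3) in batch 2.

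The number of called features was compared with that from other splits of the same 12 arrays, of which 100 were counted for each comparison with the real one. The splits were made without regard to batch, so some held the batches unequally, though the fit kept its batch term. For CSWP vs. WP, 3 of 100 splits gave at least the real 20 calls (23 at the highest other split). With features of identical values counted once, this was 12 of 100 splits for the 15 that remain, and 10 comparisons were tested, so chance was not excluded there. Nor could it be excluded for CS vs. NS (8 calls, 77 splits as large, 57 at the highest other), E-cig vs. NS (15, 34 and 30), WP vs. NS (17, 22 and 39), CSWP vs. NS (13, 25 and 27), CS vs. E-cig (12, 51 and 30), WP vs. E-cig (9, 78 and 47), CSWP vs. E-cig (9, 46 and 20), CS vs. WP (9, 84 and 48) or CSWP vs. CS (8, 72 and 29). The highest split of CS vs. NS called several times the real count, though the median of the other splits was 11. A structure among the samples other than the groups, or features that vary together, could give such a split, and neither was tested. The highest split of WP vs. E-cig put 5 of the 6 batch 1 arrays in 1 group, and that of CSWP vs. CS put all 3 batch 1 arrays in 1 group. Within batches, WP vs. E-cig called 7 features in batch 1 and 14 in batch 2, and CSWP vs. CS called 16 in batch 2.

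At a raw p under 0.0001, overlaps between comparisons lay within the range of simulated groups without differences, though at a raw p under 0.001 those with NS and WP, 61 and 63, were above all 100 simulations (56 at most for each). The simulated features vary independently, which those of the arrays do not. With E-cig as the reference group 5 clusters were shared, with WP 2 and with CSWP 4. The simulations gave means of 2.50, 2.65 and 3.52 and highest values of 7, 7 and 9. Among those shared with CSWP was starsmo, called in all 4 comparisons. The simulations counted any cluster shared by at least 2, so sharing by all 4 was not compared with them. When the arrays of the reference group were split between the comparisons, so that they share none, 0.778 clusters on average were shared for E-cig, 0.1 for CSWP and 0 for NS, CS and WP. Each comparison then had fewer reference arrays and thus a larger error. The loss of shared arrays and the loss of power cannot be told apart by this split. Independent lists of the same length would share 0.00265 for E-cig.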
